# MUC1-C Dictates PBRM1-Mediated Chronic Induction of Interferon Signaling, DNA Damage Resistance, and Immunosuppression in Triple-Negative Breast Cancer

**DOI:** 10.1158/1541-7786.MCR-22-0772

**Published:** 2022-11-29

**Authors:** Nami Yamashita, Yoshihiro Morimoto, Atsushi Fushimi, Rehan Ahmad, Atrayee Bhattacharya, Tatsuaki Daimon, Naoki Haratake, Yuka Inoue, Satoshi Ishikawa, Masaaki Yamamoto, Tsuyoshi Hata, Sayuri Akiyoshi, Qiang Hu, Tao Liu, Henry Withers, Song Liu, Geoffrey I. Shapiro, Tomoharu Yoshizumi, Mark D. Long, Donald Kufe

## Abstract

The polybromo-1 (PBRM1) chromatin-targeting subunit of the SWI/SNF PBAF chromatin remodeling complex drives DNA damage resistance and immune evasion in certain cancer cells through mechanisms that remain unclear. STAT1 and IRF1 are essential effectors of type I and II IFN pathways. Here, we report that MUC1-C is necessary for PBRM1 expression and that it forms a nuclear complex with PBRM1 in triple-negative breast cancer (TNBC) cells. Analysis of global transcriptional (RNA-seq) and chromatin accessibility (ATAC-seq) profiles further demonstrated that MUC1-C and PBRM1 drive STAT1 and IRF1 expression by increasing chromatin accessibility of promoter-like signatures (PLS) on their respective genes. We also found that MUC1-C, PBRM1, and IRF1 increase the expression and chromatin accessibility on PLSs of the (i) type II IFN pathway *IDO1* and *WARS* genes and (ii) type I IFN pathway *RIG-I*, *MDA5*, and *ISG15* genes that collectively contribute to DNA damage resistance and immune evasion. In support of these results, targeting MUC1-C in wild-type *BRCA* TNBC cells enhanced carboplatin-induced DNA damage and the loss of self-renewal capacity. In addition, MUC1-C was necessary for DNA damage resistance, self-renewal, and tumorigenicity in olaparib-resistant *BRCA1-*mutant TNBC cells. Analysis of TNBC tumors corroborated that (i) MUC1 and PBRM1 are associated with decreased responsiveness to chemotherapy and (ii) MUC1-C expression is associated with the depletion of tumor-infiltrating lymphocytes (TIL). These findings demonstrate that MUC1-C activates PBRM1, and thereby chromatin remodeling of IFN-stimulated genes that promote chronic inflammation, DNA damage resistance, and immune evasion.

**Implications:**

MUC1-C is necessary for PBRM1-driven chromatin remodeling in chronic activation of IFN pathway genes that promote DNA damage resistance and immunosuppression.

## Introduction

The type I IFN pathway is chronically activated in cancer cells by DNA damage-associated molecular patterns that are generated in part by genomic instability (1). The cyclic GMP-AMP (cGAMP) synthase (cGAS)-stimulator of IFN genes (STING) recognizes accumulation of DNA in the cytosol (2, 3). Other pattern-recognition receptors (PRR) that recognize cytosolic RNA, including RIG-I and MDA5 (1), can function as non-redundant RNA sensors. Stimulation of these PRRs induces the production of type I IFNs (IFNα and IFNβ) and activation of genes with IFN-stimulated response elements (ISRE; ref. 1). Oncogene-driven replicative stress and activation of the IFN-related DNA damage resistance signature (IRDS) are linked to chronic production of low levels of type I IFNs (4, 5). The type II IFN pathway is stimulated by IFNγ and drives the formation of STAT1 homodimers that bind directly to DNA at gamma-activated sequences and activate IFN-stimulated genes (ISG) which play roles in immune surveillance and immune evasion (6, 7). IRF1 regulates the expression of ISGs by binding directly to the ISRE or IRF response element (8). In cancer cells, STAT1 and IRF1 are important effectors of type I and II IFN stimulation and have the capacity to complement each other in the chronic activation of ISGs that promote DNA damage resistance and immune evasion (8, 9). The involvement of chromatin remodeling in the regulation of STAT1, IRF1, and type I and II IFN ISGs is not well understood.

The SWI/SNF PBAF chromatin remodeling complex includes the PBRM1, ARID2, and BRD7 subunits (10). PBRM1 contributes to transcriptional silencing for the repair of DNA double-strand breaks and maintaining genomic stability during mitosis (11). PBRM1 also plays a role in the regulation of genes involved in the DNA damage response and in maintaining redox balance (12–14). Inactivation of PBRM1 in human cancers thereby contributes to replication stress and confers synthetic lethality to DNA repair inhibitors targeting PARP and ATR (15). DNA damage is an important determinant of innate immune signaling and is activated by cytosolic DNA (16, 17). PBRM1 deficiency and the associated DNA damage sensitize certain cancer cells to immune checkpoint inhibitor (ICI) treatment (18–21). Other reports have shown that PBRM1 loss has a reduced or no significant association with responsiveness to ICIs (22, 23). These contradictory findings could be related to the effects of PBRM1 on IFN-regulated gene expression, which has been reported to be increased (18, 21), as well as decreased (22), in settings of PBRM1 loss. Surprisingly, little is known about the functional involvement of PBRM1 in integrating chromatin remodeling with DNA damage resistance and immune evasion in cancer cells.

The *MUC1* gene evolved in mammals to protect barrier tissues from the loss of homeostasis (24, 25). *MUC1* encodes (i) an N-terminal subunit (MUC1-N) that is shed from the apical cell surface into a protective mucous gel, and (ii) a transmembrane C-terminal (MUC1-C) subunit that activates inflammatory, remodeling, and repair pathways associated with wound repair (24, 25). Chronic MUC1-C activation by prolonged inflammatory cycles of epithelial cell damage and repair contributes to cancer progression (24). Along these lines, MUC1-C activates the inflammatory STAT3 and NF-κB transcription factors (TFs) in auto-inductive loops, which in turn increase MUC1-C expression (24). The MUC1-C→pSTAT3 pathway induces TWIST1 and the epithelial mesenchymal transition (EMT); ref. 26). MUC1-C→NF-kB signaling induces (i) ZEB1 and EMT, (ii) DNA methyltransferases (DNMTs) 1/3b, and (iii) the Polycomb Repressive Complexes (PRC) 1 and 2, linking EMT with methylation of DNA and histones (27). The MUC1-C→NF-kB pathway also induces PD-L1 and immune evasion 28). Epigenetic reprogramming is necessary for wound repair, stem cell memory and the cancer stem cell (CSC) state (29). In concert with promoting the CSC state (24), MUC1-C activates the SWI/SNF BAF chromatin remodeling complex (30) and thereby regulates chromatin accessibility at enhancers of stemness-associated genes (25, 31). Activation of MUC1-C and stemness in triple-negative breast cancer (TNBC) cells has been linked to immune evasion and DNA damage resistance (24, 32–34). The present study demonstrates that MUC1-C activates PBRM1 and that MUC1-C/PBRM1 complexes increase chromatin accessibility and expression of ISGs that promote chronic inflammation, DNA damage resistance, and immune evasion.

## Materials and Methods

### Cell culture

Human BT-549 *BRCA1* wild-type TNBC (CVCL_1092, ATCC) cells were cultured in RPMI-1640 medium (Thermo Fisher Scientific) containing 10% FBS (GEMINI Bio-Products), 100 μg/mL streptomycin, 100 U/mL penicillin, and 10 μg/mL insulin. Parental MDA-MB-436 *BRCA1* mutant TNBC (CVCL_0623, ATCC) and olaparib-resistant MDA-MB-436RR cells (35) were cultured in RPMI-1640 medium containing 10% FBS, 100 μg/mL streptomycin, and 100 U/mL penicillin. MDA-MB-436RR cells were maintained in the presence of 5 μmol/L olaparib (Selleck Chemicals), which was removed 2 weeks before use (35). Cells were also treated with carboplatin (CBDCA; MilliporeSigma), olaparib, and GO-203 (24). Cell authentication was performed using short tandem repeat analysis every 3–4 months. The cells were monitored for mycoplasma contamination every 3–4 months using the MycoAlert *Mycoplasma* Detection Kit (Lonza). Cells were maintained in culture for 3–4 months for performing experiments.

### Mammosphere formation assay

Cells (2.5–5×10^3^) were seeded per well in 6-well ultra-low attachment culture plates (Corning) using the MammoCult Human Medium Kit (Stemcell Technologies). The mammospheres were (i) treated with vehicle or 500-ng/mL DOX (doxycycline), (ii) left untreated or treated with GO-203, (iii) treated with vehicle or carboplatin, and (iv) treated with vehicle or olaparib. Mammospheres with diameters >100 μm were counted in triplicate under an inverted microscope.

### Gene silencing and rescue

MUC1shRNA (MISSION shRNA TRCN0000122938) and a control scrambled shRNA (CshRNA; Millipore Sigma) were inserted into pLKO-tet-puro (Addgene_21915; Addgene) as described (36). CshRNA, MUC1shRNA, MUC1shRNA#2 (MISSION shRNA TRCN0000430218), IRF1shRNA (MISSION shRNA TRCN0000014672), IRF1shRNA#2 (MISSION shRNA TRCN0000218951), PBRM1shRNA (MISSION shRNA TRCN0000235890), and PBRM1shRNA#2 (MISSION shRNA TRCN0000235889) were produced in HEK293T (CVCL_0063, ATCC) cells as described (37). Flag-tagged MUC1-CD (38) was inserted into pInducer20 (Addgene_44012, Addgene). Cells transduced with the vectors were selected for growth in 1–2 μg/mL puromycin. For inducible gene silencing, the cells were treated with 0.1% DMSO as the vehicle control or 500-ng/mL DOX (Millipore Sigma).

### qRT-PCR

Total RNA was isolated using TRizol (Invitrogen). cDNAs was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) as previously described (36). Samples were amplified using Power SYBR Green PCR Master Mix (Applied Biosystems) and a CFX96 Touch Real-Time PCR Detection System (SCR_018064, Bio-Rad Laboratories). The primers used for qRT-PCR analysis are listed in Supplementary Table S1.

### Immunoblot analysis

Whole-cell lysates were prepared in RIPA buffer containing protease inhibitor cocktail (Thermo Fisher Scientific) as described (36). Immunoblotting was performed with anti–MUC1-C (#MA5–11202, 1:100; Thermo Fisher Scientific), anti-PBRM1 (A301–591A, 1:10,000; Bethyl Laboratories), anti-IRF1 [#8478, 1:1,000; Cell Signaling Technology (CST)], anti-STAT1 (#9172, 1:1,000; CST), anti-IDO1 (#86630S, 1:1,000 dilution; CST), anti-WARS (GTX110223, 40037, 1:1,000; GeneTex), anti–RIG-I (#3743, 1:1,000; CST), anti-MDA5 (#5321, 1:1,000; CST), anti-ISG15 (sc-166755, 1:250; Santa Cruz, Santa Cruz Biotechnology), anti-γH2AX (#9718, 1:1,000 dilution; CST), anti–β-actin (A5441; 1:50,000; Sigma), and anti-GAPDH (#2118, 1:1,000; CST).

### Co-immunoprecipitation of the nuclear proteins

Nuclear lysates were isolated as described (39). Nuclear proteins were incubated with anti–MUC1-C (#MA5–11202; Thermo Fisher Scientific), precipitated with Dynabeads Protein G (10003D; Thermo Fisher Scientific) and analyzed as described (36).

### Direct protein–binding assays

GST, GST-IRF1 (full-length; aa 1–325), GST-IRF1-N(aa 1–163), GST-IRF1-C(aa 163–325), GST-MUC1-CD (full-length; aa 1–72), GST-MUC1-CD(aa 1–45), GST-MUC1-CD(aa 46–72), and GST-MUC1-CD(AQA) were prepared as described (40). Purified GST-MUC1-CD was cleaved with thrombin to remove GST. Binding assays with GST fusion proteins and MUC1-CD or GST-IRF1 were performed for 2 hours at room temperature. Adsorbates on glutathione-conjugated beads were detected by immunoblotting.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed on cells crosslinked with 1% formaldehyde for 5 minutes at 37°C, quenched with 2 mol/L glycine, washed with PBS, and sonicated in a Covaris E220 sonicator to generate 300–600 bp DNA fragments, as described (41). Immunoprecipitation was performed using control IgG (Santa Cruz Biotechnology), anti–MUC1-C (#MA5–11202, Thermo Fisher Scientific), anti-PBRM1 (A301–591A; Bethyl Laboratories), and anti-IRF1 (#8478; CST). Precipitated DNAs were detected by PCR using the primers listed in Supplementary Table S2. The immunoprecipitated DNA was quantified using SYBR-green and the CFX96 Touch Real-Time PCR Detection System (Bio-Rad). Data are reported as fold enrichment relative to IgG levels.

### Chromatin accessibility assay

DNase I chromatin accessibility assays were performed as described (31). The DNA was purified and amplified by qPCR using the primers listed in Supplementary Table S2.

### Drug sensitivity and cell proliferation assays

MDA-MB-436 and MDA-MB-436RR cells were seeded at a density of 6,000 cells per well in 96-well plates. After 24 hours, cells were treated with different concentrations of olaparib. Cell viability was assessed using the Alamar Blue assay (Thermo Fisher Scientific) in sextuplicate wells. The IC_50_ value was determined by nonlinear regression of the dose–response data using Prism 9.0 (SCR_002798, GraphPad Software). Cell proliferation was assessed using the Alamar Blue assay (Thermo Fisher Scientific). Fluorescence intensity (560 nm excitation/590 nm emission) was measured in sextuplicate.

### RNA-seq analysis

Total RNA from cells cultured in triplicate was used to generate RNA-seq datasets, as described (31). Raw sequencing reads were aligned as described (42). Raw feature counts were normalized and analyzed using DESeq2 (SCR_015687) as described (43). Differential expression rank order was performed using Gene Set Enrichment Analysis (GSEA) as described (44). Gene set variation analysis (GSVA) was performed using the GSVA package (45). Gene sets queried included those from the Hallmark, Reactome, and Gene Ontology Biological Processes (GO-BP) Gene Sets available through the Molecular Signatures Database (MSigDB; ref. 46). A set of IFN response genes were identified to examine IFN signaling in *in vitro* and publicly available TNBC cohort data using the common genes found in the HALLMARK IFN_Gamma_Response and IFN_Alpha_Response pathways.

### ATAC-seq

ATAC-seq libraries were generated from three biologically independent replicates per condition as described (31). The accessibility of chromatin was explored using Integrative Genomics Viewer (IGV_2.13.0).

### Immunofluorescence analysis of γH2AX expression in mammospheres

Mammospheres were fixed with 4% paraformaldehyde (Sigma-Aldrich) at room temperature for 15 minutes. Samples were incubated with 1% Triton X-100 (Sigma-Aldrich) at room temperature for 10 minutes and blocked with 5% normal goat serum (Gibco). The mammospheres were attached to slides via cytospin at low speed (Shandon Cytospin 3; Shandon Scientific) and stained with anti-γH2AX (#9718, 1:400 dilution, CST) and goat anti-rabbit IgG H and L labeled with Alexa Fluor 488 (Abcam) as described (41). Nuclei were stained with ProLong Gold Antifade Mountant with DAPI (Invitrogen). Cells were imaged using a Leica THUNDER Imager 3D Cell Culture microscope, as described (41).

### Mouse tumor model studies

Six-week-old female nude mice (The Jackson Laboratory) were injected subcutaneously into the flank with 5×10^6^ tumor cells in 100 μL of a 1:1 solution of medium and Matrigel (BD Biosciences). When the mean tumor volume reached 100–150 mm^3^, the mice were pair-matched into groups and treated intraperitoneally with PBS or GO-203 (12 μg/g body weight) daily. Tumor measurements and body weights were recorded twice per week. These studies were conducted in accordance with the ethical regulations required for approval by the Dana-Farber Cancer Institute Animal Care and Use Committee (IACUC) under protocol 03–029.

### IHC analysis of TNBC samples

All patients consented to an institutional review board-approved research protocol in Department of Surgery and Science, Kyushu University (Japan), allowing specimen collection and clinical data. Written informed consent was obtained from each patient, and the study was conducted using anonymized data in accordance with recognized ethical guidelines. Core needle biopsy specimens were obtained from 21 patients with TNBC. Formalin-fixed, paraffin-embedded sections were deparaffinized in xylene and graded concentrations of ethanol and distilled water. Antigen retrieval was performed in citrate buffer (pH 6.0; C9999, Sigma-Aldrich). Slides were incubated with anti–MUC1-C (#16564, 1:200, CST) for 8 hours at 4°C, and a MACH 4 Universal HRP-Polymer Detection System (Biocare Medical) was used for detection. Immunostained sections were counterstained with hematoxylin. MUC1-C staining intensity (IS) and proportion (PS) in cancer cells were scored in a blinded manner and independently by two investigators (N. Yamashita and Y. Inoue). IS scored from 0 to 3. IS0, no staining; IS1, low staining; IS2, moderate staining; IS3, strong staining. PS scored from 0 to 4. PS0, no staining; PS1, <25%; S2, 25%–50%; PS3, 51%–75%, and PS4, >75%. The IHC score was calculated by multiplying the IS and PS (score range, 0–12). Stromal–tumor-infiltrating lymphocytes (sTIL) were evaluated according to guidelines from the International TILs Working Group (47). Stromal TILs occupying more than 50% of the total intratumoral stromal area were designated as high sTILs.

### Survival analysis of patients with TNBC

Survival curves based on MUC1 and PBRM1 expression levels were generated using the Kaplan–Meier Plotter (http://kmplot.com/analysis/; ref. 48), and the statistical difference was calculated using the log-rank test. Patients with breast cancer sorted by ER-negative, HER2-negative, and basal-phenotype (PAM50) and treated with chemotherapy were included in this analysis. A Cox proportional hazards regression model was used to assess the prognostic value of MUC1 and PBRM1 expression levels.

### Statistical analysis

Each experiment was performed at least three times. Unpaired two-tailed Student *t* tests were used to examine the differences between the mean ± SD of the two groups. *P* values were considered significant at *P* < 0.05. GraphPad Prism9 was used for all statistical analyses. Asterisks represent *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001 with CI = 95%.

### Analysis of publicly available TNBC cohort datasets

TCGA-BRCA and METABRIC expression and clinical annotations of TNBC cohorts were obtained from the Genomic Data Commons data portal, processed via TCGAbiolinks package in R using TCGAWorkflow-guided practices, and analyzed as described previously (36).

### Data availability

All RNA-seq data reported here are available from the NCBI Gene Expression Omnibus (GEO, SCR_005012). BT-549 cells ± MUC1shRNA were previously deposited under GEO accession GSE206212. BT-549 cells ± IRF1shRNA (GSE212168), ±PBRM1shRNA (GSE212169), and MDA-MB-436 cells ± MUC1shRNA (GSE212587) were deposited in GEO SuperSeries accession GSE212170.

## Results

### MUC1-C regulates chromatin accessibility and activation of *IRF1* and *STAT1* in an auto-inductive circuit

STAT1 and IRF1 are important effectors of the type I and II IFN pathways (8, 9). MUC1-C binds directly to STAT1 and activates STAT1 target genes (5). *IRF1* contains an ISRE for STAT1 binding in a promoter-like signature (PLS; Fig. 1A; refs. 8, 49). As revealed by genome browser snapshots from ATAC-seq studies, MUC1-C silencing was associated with a decrease in chromatin accessibility at the *IRF1* PLS (Fig. 1A). We also found that MUC1-C silencing decreases chromatin accessibility at distal enhancer-like signatures (dELS) with putative ISREs upstream and downstream of the TSS (Fig. 1A). These changes in chromatin accessibility were confirmed by nuclease digestion assays (Fig. 1B), demonstrating that MUC1-C promotes chromatin opening at these sites. In support of these results, we found that MUC1-C and STAT1 occupy the PLS and dELS regions, and that silencing MUC1-C decreases their occupancy (Fig. 1C) and IRF1 expression (Supplementary Fig. S1A–S1D). Like *IRF1*, the *STAT1* PLS includes an ISRE, which was also found to be dependent on MUC1-C for opening chromatin (Fig. 1D and E). However, in contrast with the *IRF1* PLS, we found that the *STAT1* PLS is occupied by MUC1-C and IRF1 (Fig. 1F). Silencing MUC1-C decreased IRF1 occupancy of the *STAT1* PLS (Fig. 1F) and STAT1 expression, as confirmed with a different MUC1shRNA#2 and rescue by restoring MUC1-CD expression (Supplementary Fig. S2A–S2F). IRF1 was also necessary for STAT1 expression (Fig. 1G and H), indicating that MUC1-C regulates chromatin accessibility and activation of *STAT1* and *IRF1* in an auto-inductive circuit.

**Figure 1.**
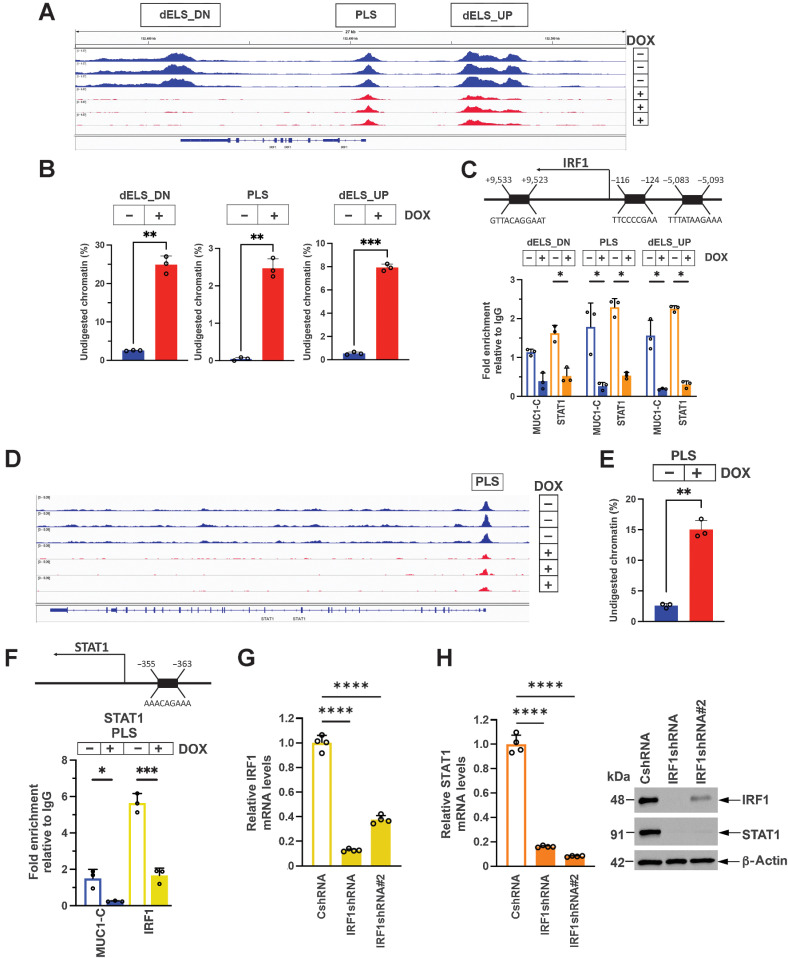
MUC1-C drives chromatin accessibility and activation of *IRF1* and *STAT1*. **A,** Genome browser snapshots of ATAC-seq data from the *IRF1* gene in BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days. **B,** Chromatin was analyzed for accessibility by nuclease digestion. The results are expressed as the percentage of undigested chromatin (mean±SD and individual values). **C,** Schema of the *IRF1* gene highlighting positioning of a promoter-like signature (PLS) and distal enhancer-like signatures (dELS) downstream (dELS-DN) and upstream (dELS-UP) to the TSS. Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with a control IgG, anti–MUC1-C and anti-STAT1. The DNA samples were amplified by qPCR with primers for the indicated *IRF1* regions. The results (mean ± SD and individual values) are expressed as fold-enrichment as compared with that obtained from control IgG-precipitated chromatin (assigned a value of 1). **D** and **E,** Genome browser snapshot of ATAC-seq data from the *STAT1* PLS region in BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days (**D**). Chromatin was analyzed for accessibility by nuclease digestion (**E**). The results are expressed as the percentage of undigested chromatin (mean ± SD and individual values). **F,** Schema of the *STAT1* gene with localization of a PLS upstream to the TSS. Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with a control IgG, anti–MUC1-C and anti-IRF1. The DNA samples were amplified by qPCR with primers for the *STAT1* PLS region. The results (mean±SD and individual values) are expressed as relative fold enrichment as compared with that obtained with IgG (assigned a value of 1). **G,** BT-549/CshRNA, BT-549/IRF1shRNA and BT-549/IRF1shRNA#2 cells were analyzed for IRF1 and STAT1 mRNA levels by qRT-PCR. The results (mean ± SD and individual values) are expressed as relative mRNA levels as compared with that obtained in CshRNA cells (assigned a value of 1). **H,** Lysates were immunoblotted with antibodies against the indicated proteins. *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001.

### MUC1-C induces PBRM1-mediated chromatin accessibility and expression of *IRF1* and *STAT1*

In searching for chromatin remodeling complexes that contribute to *IRF1* and *STAT1* activation, we found that silencing MUC1-C is associated with loss of chromatin accessibility in the PBAF *PBRM1* gene (Fig. 2A) and suppression of PBRM1 expression (Fig. 2B, Supplementary Fig. S3A and S3B). In support of PBRM1 involvement in the MUC1-C/IRF1/STAT1 circuit, we found that MUC1-C and IRF1 occupied the *PBRM1* PLS (Fig. 2C), and that IRF1 is necessary for PBRM1 expression (Fig. 2D). Co-immunoprecipitation of nuclear lysates demonstrated that MUC1-C associates with PBRM1 (Fig. 2E). In addition, we found that, like MUC1-C, PBRM1 occupies the (i) *IRF1* PLS and dELSs and (ii) *STAT1* PLS, and that silencing MUC1-C decreases their occupancy (Fig. 2F). As shown for MUC1-C, silencing PBRM1 decreased chromatin accessibility of the (i) *IRF1* PLS and dELSs (Fig. 2G) and (ii) *STAT1* PLS (Fig. 2H), with downregulation of IRF1 and STAT1 expression (Supplementary Fig. S3C–S3F). These results support a MUC1-C→PBRM1 pathway, which activates *IRF1* and *STAT1* in an auto-inductive circuit.

**Figure 2.**
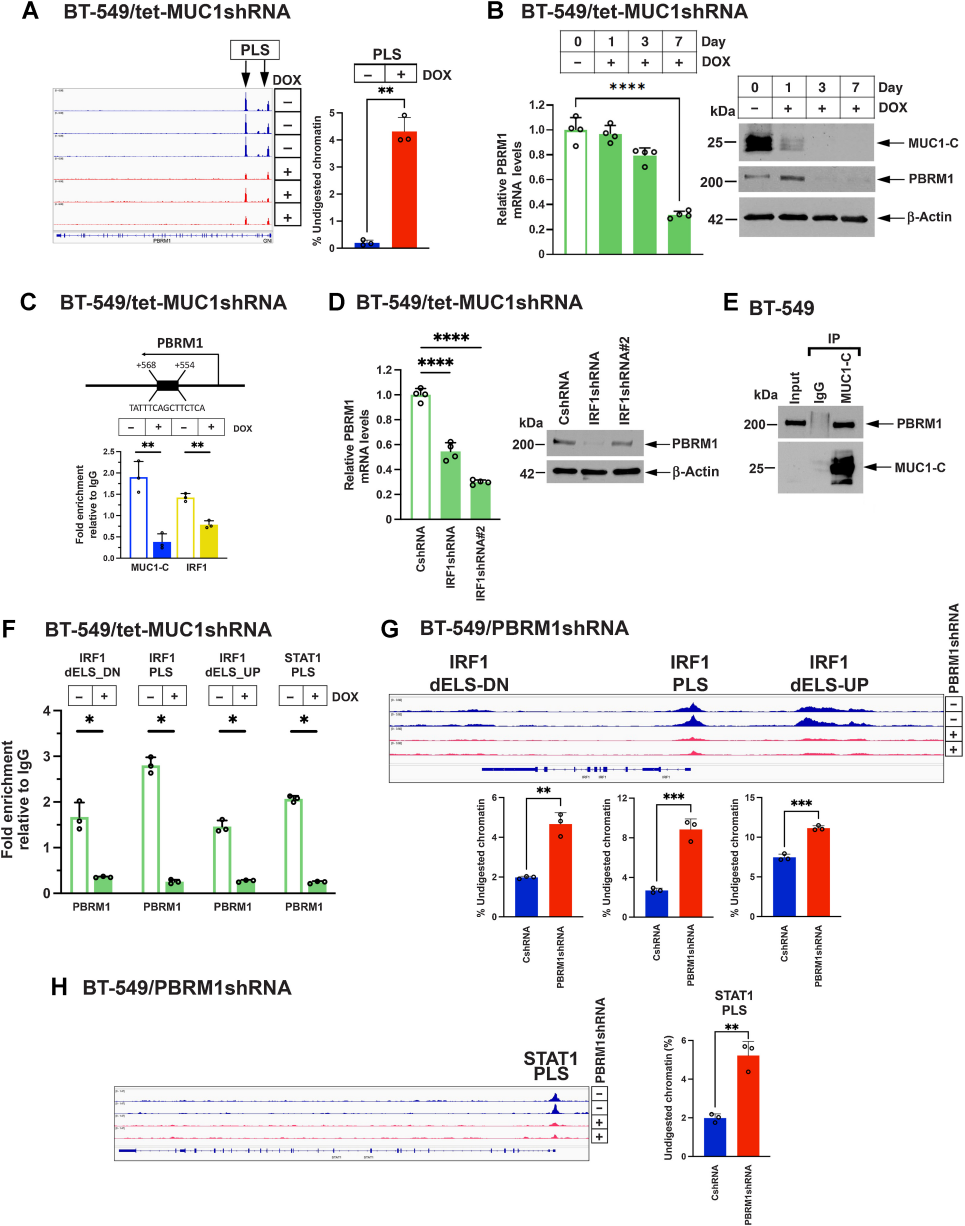
MUC1-C regulates PBRM1 expression and function in activating the *STAT1* and *IRF1* genes. **A,** Genome browser snapshots of ATAC-seq data from the *PBRM1* gene in BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days (left). Chromatin was analyzed for accessibility by nuclease digestion (right). The results are expressed as the percentage of undigested chromatin (mean ± SD and individual values). **B,** BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for the indicated days were analyzed for PBRM1 mRNA levels by qRT-PCR (left). The results (mean ± SD and individual values) are expressed as relative mRNA levels as compared with that obtained in control vehicle-treated cells (assigned a value of 1). Lysates were immunoblotted with antibodies against the indicated proteins (right). **C,** Schema of the *PBRM1* gene with localization of a PLS downstream to the TSS. Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with a control IgG, anti–MUC1-C and anti-IRF1. The DNA samples were amplified by qPCR with primers for the *PBRM1* PLS region. The results (mean ± SD and individual values) are expressed as relative fold enrichment as compared with that obtained with IgG (assigned a value of 1). **D,** BT-549/CshRNA, BT-549/IRF1shRNA and BT-549/IRF1shRNA#2 cells were analyzed for PBRM1 mRNA levels by qRT-PCR (left). The results (mean ± SD and individual values) are expressed as relative mRNA levels as compared with that obtained in control vehicle-treated cells (assigned a value of 1). Lysates were immunoblotted with antibodies against the indicated proteins (right). **E,** Nuclear lysates from BT-549 cells were precipitated with a control IgG and anti–MUC1-C. Input proteins and precipitates were immunoblotted with antibodies against the indicated proteins. **F,** Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with a control IgG and anti-PBRM1. The DNA samples were amplified by qPCR with primers for the indicated *IRF1* and *STAT1* regions. The results (mean ± SD and individual values) are expressed as fold-enrichment as compared with that obtained from control IgG-precipitated chromatin (assigned a value of 1). **G,** Genome browser snapshots of ATAC-seq data from the indicated *IRF1* regions in BT-549/CshRNA and BT-549/PBRM1shRNA cells. Chromatin from the indicated *IRF1* regions was analyzed for accessibility by nuclease digestion. The results are expressed as the percentage of undigested chromatin (mean ± SD and individual values). **H,** Genome browser snapshots of ATAC-seq data from the *STAT1* PLS in BT-549/CshRNA and BT-549/PBRM1shRNA cells. Chromatin was analyzed for accessibility by nuclease digestion. The results are expressed as the percentage of undigested chromatin (mean ± SD and individual values). *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001.

### MUC1-C activates PBRM1-dependent activation of IRF1 target genes

IRF1 is essential for activation of the type I and II IFN pathways (8, 9). To determine whether MUC1-C and IRF1 are necessary for the activation of these genes, we found that, similar to STAT1, MUC1-C forms a nuclear complex with IRF1 (Supplementary Fig. S4A). MUC1-C includes 58 aa extracellular, 28 aa transmembrane, and 72 aa cytoplasmic domains (Supplementary Fig. S4B). *In vitro* studies demonstrated that the MUC1-C cytoplasmic 72 aa domain binds to IRF1 (Supplementary Fig. S4C, left) and that this interaction is conferred by IRF1-N (1–163), which includes the DNA-binding domain (Supplementary Fig. S4C, right). Further analysis demonstrated that (i) MUC1-CD (1–45), but not MUC1-CD (46–72; Supplementary Fig. S4D, left), and (ii) MUC1-CD CQC motif (Supplementary Fig. S4D, right) are necessary for binding to IRF1. On the basis of the interactions among MUC1-C, PBRM1, and IRF1, analysis of global transcriptional profiles (RNA-seq) of BT-549 cells demonstrated that MUC1-C, PBRM1, and IRF1 silencing results in broad changes in gene expression (956, 252, and 371 upregulated and 2028, 599, and 1402 downregulated genes in MUC1shRNA, IRF1shRNA, and PBRM1shRNA cells relative to controls, respectively; FDR<0.05, fold change (FC)>2; Fig. 3A), with 196 commonly downregulated (MUC1-C, PBRM1, and IRF1 induced) genes (Fig. 3B; Supplementary Table S3). 

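The RNA-seq data used here for this comparison are 3 libraries of control BT-549 cells (shCTL) and 3 libraries of BT-549 cells silenced for PBRM1 (shPBRM1). The MUC1shRNA and IRF1shRNA profiles were not analysed here. BT-549 is an established TNBC cell line. The sample titles name a control shRNA and a PBRM1 shRNA, as Fig. 3A does. The treatment labels instead give vehicle (DMSO) for the 3 shCTL libraries and DOX, which switches on a tet-PBRM1shRNA, for the 3 shPBRM1 libraries. The doses, 0.1% DMSO and 500 ng/ml DOX, are those of the series design and the Methods. The titles and the treatment labels put the same libraries in each group. The libraries were made from poly(A) RNA with a stranded kit. The authors aligned the reads as in ref. 42 and deposited the raw number of reads counted on each of 37887 rows of gene symbols, without normalization. The paper's text does not name the aligner, the genome build or the annotation. In all, 12608 rows had no count in any library. The total counts were 36429395, 47996676 and 49784336 in shCTL replicates 1, 2 and 3. They were 60221790, 40035400 and 65096297 in shPBRM1 replicates 1, 2 and 3. At these depths, 3 counts, taken as the floor of detection, correspond to between 0.0471 and 0.0804 CPM (counts scaled to the library size), which covers counting error only. The paper analyzed its counts with DESeq2. Here, counts were normalized by edgeR's TMM method and 15450 genes kept by the filterByExpr function were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over these genes. Standard errors were taken from the spread of log2 CPM between replicates. Libraries with the same replicate number deviated together. Across 5622 genes with a mean log2 CPM above 5, the correlations of the deviations from the group means were 0.734, 0.593 and 0.419 for replicate numbers 1, 2 and 3. Libraries of the 2 groups with different numbers had correlations between -0.671 and 0.464. The deviations went with GC content in replicate 2 (Spearman correlation 0.389 in shCTL and 0.379 in shPBRM1) and against it in replicate 3 (-0.391 and -0.464). In replicate 1 they hardly followed it (-0.0076 and -0.025). All these correlations are across genes, which are not independent replicates. What the same-numbered libraries share was not tested. The replicate number was therefore also fitted as a block. PBRM1, the silenced gene, lies on chromosome 3 from 52545352 to 52685917 in the GENCODE v29 annotation of GRCh38. Its raw counts were 5870, 7619 and 8118 in the shCTL libraries and 2598, 1591 and 2657 in the shPBRM1 libraries. PBRM1 levels were 158 ± 2.30 CPM (SD, n = 3) in shCTL and 41.9 ± 1.22 CPM (SD, n = 3) in shPBRM1 cells. The log2 fold change was -1.91 (standard error 0.027, adjusted p = 9.98e-23 from edgeR's quasi-likelihood test). With the replicate block it was -1.92. In the annotation PBRM1 overlaps GNL3 and SMIM4, and the paper's text does not state whether reads were counted by strand.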

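At an adjusted p under 0.05 and a fold change over 2, 1496 genes were downregulated and 443 genes were upregulated in shPBRM1 relative to shCTL cells. The downregulated genes made up 77.2% of the changed genes, with a 95% Wilson confidence interval of 75.2% to 79.0% that treats genes as independent. With the replicate number as a block, 1498 genes were downregulated and 457 were upregulated. The fits with and without the block shared 1477 downregulated and 438 upregulated genes. With DESeq2 in place of edgeR, 1568 genes were downregulated and 427 were upregulated, of which 1411 and 380 were also called by edgeR. The split depended most on the fold change minimum. Without it, 5137 genes were lower and 4863 were higher in shPBRM1 cells, so that 51.4% of the changed genes were lower. Of all tested genes, 68.3% had no overlap between the normalized values of the groups, where chance gives 10% for 3 libraries against 3. The 5 largest increases among genes with a mean of at least 100 counts and no such overlap were in NETO1, KRT18, KRT8, PAK6 and IL2RA. The 5 largest decreases by fitted log2 fold change were in TRIM22, OAS1, OAS2, IFI44L and CMPK2. TRIM22 had 0 counts in each shPBRM1 library. Its decrease is known only as at least 552-fold, so its place among the 5 rests on the fitted value. PAK6 had a log2 fold change of 2.99 (standard error 0.26, adjusted p = 3.94e-13 from edgeR's quasi-likelihood test), although the annotation overlaps it with a BUB1B-PAK6 readthrough gene. IL2RA had a log2 fold change of 2.72 (standard error 0.047, adjusted p = 2.26e-16). CMPK2, which overlaps RSAD2 in the annotation, had a log2 fold change of -9.41 (standard error 0.47, adjusted p = 4.54e-25). From the changes under the 3 shRNAs, the paper states that MUC1-C, PBRM1 and IRF1 silencing broadly changes gene expression, and it takes the genes downregulated under all 3 as those induced by MUC1-C, PBRM1 and IRF1.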

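The 72 genes that Fig. 3D lists as common to the Hallmark IFN gamma and IFN alpha response sets were used as a gene set for the shPBRM1 comparison. The full MSigDB sets were not used here. All 72 symbols are in the count table, and 71 passed the filter on low counts; IFI30, named after its counts were seen, did not. Genes were ranked by the signed square root of the quasi-likelihood F, and enrichment was tested with fgsea. The normalized enrichment score was -2.90 (p = 1.72e-31 from fgsea's multilevel permutation test across genes). With the replicate block in the fit, the score was -2.87. The alternative that moved the score most was the use of the 27 genes not marked as common DEGs in Fig. 3D, of which 26 were tested, at -2.24. The 45 marked genes had a score of -2.78. These permutations treat genes, not libraries, as the units. The other 9 splits of the 6 libraries into groups of 3, each of which mixes shCTL and shPBRM1 libraries, gave scores between 2.57 and 2.93 in size; they keep part of the difference between the groups in their rankings. The median log2 fold change of the 71 genes was -2.61, or -2.51 with 3 genes at the floor of detection set to the smallest change they allow. Among 10000 random lists matched on expression, GC content and gene length, the lowest median was -0.18.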

Assessment of the top affected pathways by GSEA revealed strong associations of MUC1-C, PBRM1, and IRF1 with IFN-regulated gene sets (Fig. 3C). 

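Of the 72 IFN response genes shared by the Hallmark IFN gamma and IFN alpha sets, 56 were downregulated in shPBRM1 relative to shCTL cells at an adjusted p under 0.05 and a fold change over 2. Adjustment over the list alone also gave 56 genes. All 45 genes that Fig. 3D marks as common DEGs were among them, which are the paper's own calls on these data. Of the 27 genes without a mark, 11 were downregulated, 15 were not, and 1 was not tested. With the replicate block, the counts were again 56 and 45. Without a fold change minimum, 68 genes were lower and 2 were higher. The 2 higher genes were PSMA3, with a log2 fold change of 0.33 (adjusted p = 2.24e-07 from edgeR's quasi-likelihood test), and IL4R, with 0.28 (adjusted p = 1.25e-04). For RNF31 no change was detected (log2 fold change 0.020, standard error 0.21, adjusted p = 0.962). It had only 26, 32 and 23 counts in the shCTL libraries and 37, 26 and 35 in the shPBRM1 libraries, so a small change is not excluded. The marked genes had a median log2 fold change of -3.97 and reached from -9.98 for IFI44L to -1.36 for B2M. The genes without a mark had a median of -0.96. RTP4, BATF2 and CXCL11 had no more than 3 counts in any shPBRM1 library, so only a lower bound can be given. RTP4 was at least 111-fold lower, BATF2 at least 64.1-fold lower and CXCL11 at least 5.17-fold lower. IRF1, on chromosome 5 from 132481609 to 132490798 in GENCODE v29, was expressed at 113 ± 0.956 CPM (SD, n = 3) in shCTL and 37.4 ± 1.70 CPM (SD, n = 3) in shPBRM1 cells. This is a log2 fold change of -1.60 (standard error 0.039, adjusted p = 2.83e-20 from edgeR's quasi-likelihood test), and -1.60 with the replicate block. With each library left out in turn, it stayed between -1.61 and -1.56. The annotation overlaps IRF1 with C5orf56. Apart from IRF1 and IFI44L, the genes named here were singled out after their values were seen.

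**Figure D1:**
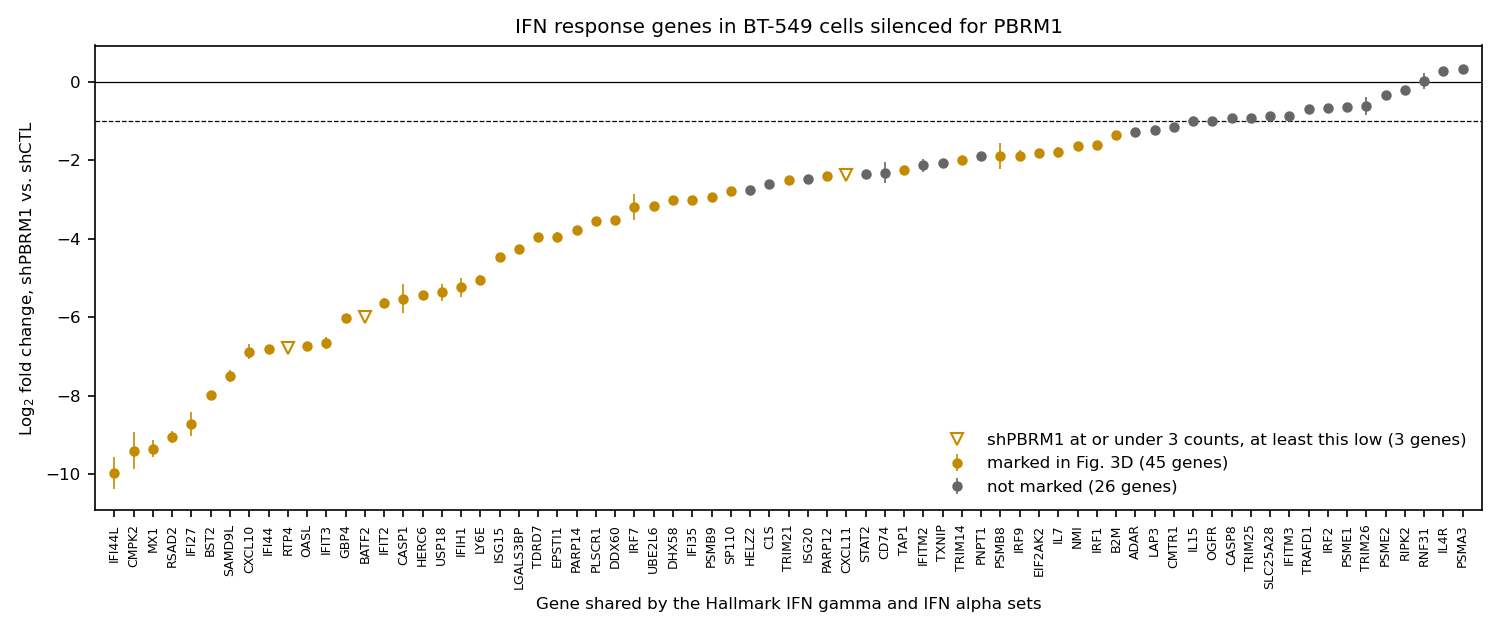
Log2 fold change in shPBRM1 relative to shCTL BT-549 cells (y axis) of the 71 tested genes shared by the Hallmark IFN gamma and IFN alpha sets (x axis, ordered by the change). Gold points are the 45 genes marked in Fig. 3D, grey points the 26 other genes, bars are standard errors from 3 libraries per group, open triangles are the 3 genes with no more than 3 counts in any shPBRM1 library drawn at the smallest change they allow, and the dashed line is a 2-fold decrease; the 45 marked genes lie under it.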

Consistent with these observations, we found that silencing MUC1-C, PBRM1, and IRF1 resulted in the downregulation of IFN pathway-responsive genes, including *IRF1* itself (Fig. 3D; Supplementary Table S4). Moreover, these common MUC1-, PBRM1-, and IRF1-activated genes were upregulated in MUC1-high versus MUC1-low tumors in the TNBC TCGA-BRCA and TNBC METABRIC cohorts (Fig. 3E). In support of these findings, analysis of RNA-seq data from BT-549 and MDA-MB-436 cells with MUC1-C silencing identified common sets of IRF1 target genes in the HALLMARK IFNA and IFNG RESPONSE signatures associated with immune evasion and DNA damage resistance (Supplementary Fig. S4E and S4F). In accordance with RNA-seq analysis, ATAC-seq data from MUC1-C silenced BT-549 cells revealed that many of the common MUC1-, PBRM1-, and IRF1-activated genes exhibit decreases in chromatin accessibility (Supplementary Fig. S4G).

**Figure 3.**
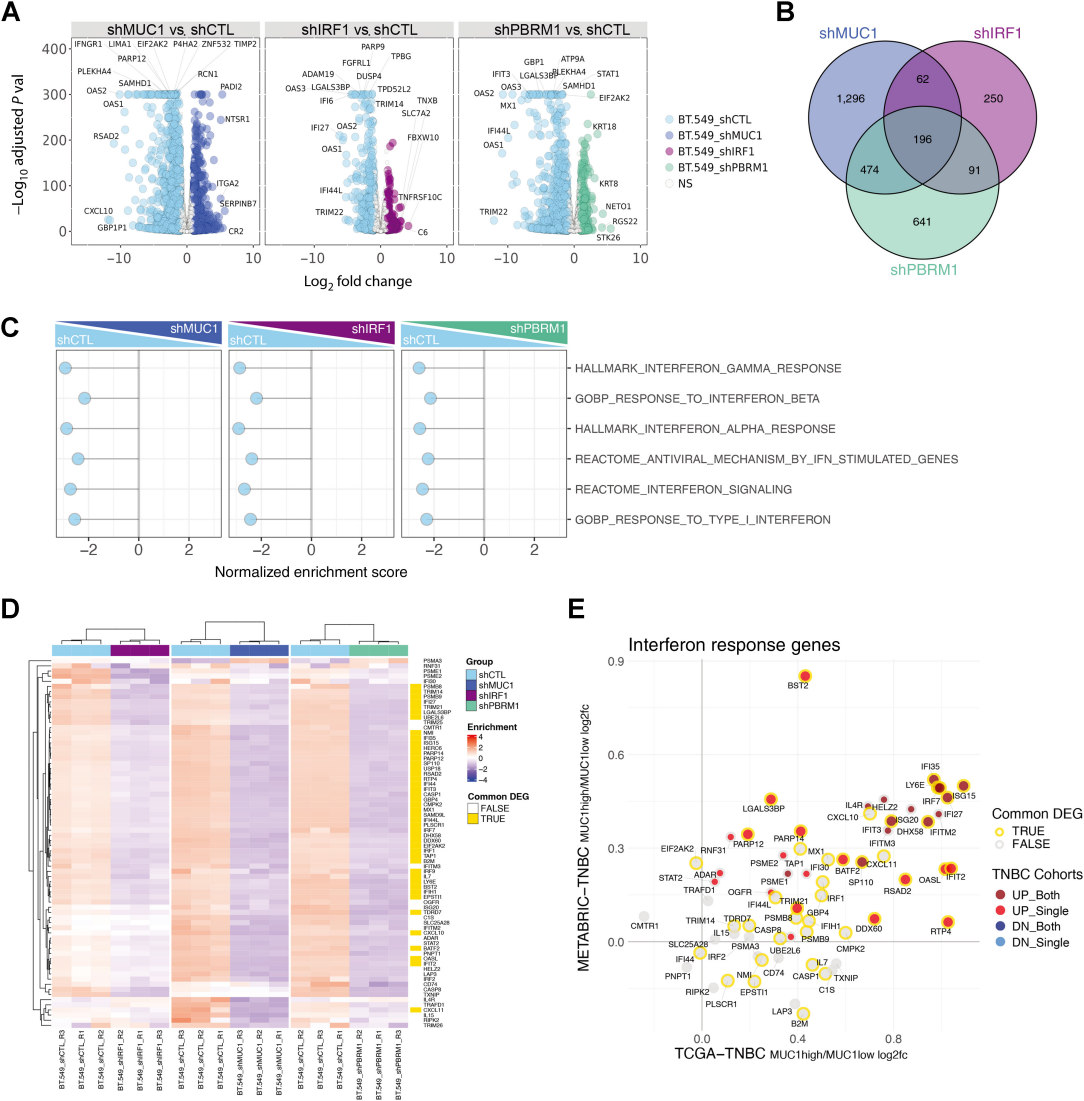
MUC1, PBRM1, and IRF1 regulate similar gene sets that are shared with TNBC tumors. **A,** RNA-seq was performed in triplicate on BT-549 cells silenced for MUC1, PBRM1, and IRF1. The datasets were analyzed for effects of MUC1-C silencing on repressed and activated genes as depicted by the Volcano plots. **B,** Venn diagram depicting the overlap of 196 downregulated genes in BT-549 cells silenced for MUC1, IRF1, and PBRM1 (Supplementary Table S3). **C,** RNA-seq datasets from BT-549 cells silenced for MUC1, IRF1, and PBRM1 were analyzed with GSEA for enrichment distribution using the indicated IFN-related gene signatures. **D,** Heatmaps of 72 common genes between the HALLMARK INTERFERON GAMMA RESPONSE and HALLMARK INTERFERON ALPHA RESPONSE signatures in BT-549 cells silenced for MUC1, IRF1, and PBRM1. The row indicator shows the 45 common genes from the 196 DEGs identified in B (yellow, Supplementary Table S4). **E,** Common up- and downregulated IFN response genes (detectable 66 genes out of 72 genes) in MUC1-high versus MUC1-low TNBC tumors from the METABRIC and TCGA-BRCA datasets. The outline (gold/gray) represents common DEGs in BT549 cells identified in D. The red/gray/blue dot indicates significantly up/downregulated genes (MUC1high vs. MUC1low) in one or both of the TCGA-BRCA/METABRIC cohorts.

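Of the genes labeled in the shPBRM1 panel of Fig. 3A, SAMHD1 fell from 330.2 ± 6.32 CPM (SD, n = 3) in shCTL to 47.9 ± 1.13 CPM (SD, n = 3) in shPBRM1 cells, a log2 fold change of -2.78 (standard error 0.025, adjusted p = 4.85e-25 from edgeR's quasi-likelihood test). Decreases were also found for PLEKHA4 (log2 fold change -3.13), ATP9A (-3.20) and EIF2AK2 (-1.80). Larger decreases were found for LGALS3BP (log2 fold change -4.26), GBP1 (-5.27) and IFIT3 (-6.66). TRIM22 had 1184, 1573 and 1619 counts in the shCTL libraries and 0 counts in each shPBRM1 library, at least a 552-fold lower level. KRT18 and KRT8 rose by log2 fold changes of 3.51 (standard error 0.094, adjusted p = 5.66e-21) and 3.08 (standard error 0.10, adjusted p = 1.04e-18). Both overlap each other in the annotation and have annotated pseudogenes elsewhere that could take some of their reads. NETO1 rose from counts of 6, 10 and 12 to counts of 281, 147 and 271, a log2 fold change of 4.36 (standard error 0.14, adjusted p = 3.83e-14). RGS22 had no more than 2 counts in any shCTL library and was at least 13.3-fold higher in shPBRM1 cells. STK26 had 0 counts in each shCTL library and 26, 17 and 26 in the shPBRM1 libraries, at least 6.34-fold higher.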

### MUC1-C, PBRM1, and IRF1 signaling activate the type II IFN pathway *IDO1* and *WARS* genes

GSEA and GSVA revealed that MUC1-C, PBRM1, and IRF1 silencing in BT-549 cells is associated with marked decreases in both type II IFN pathway and tryptophan-related pathway enrichment (Fig. 4A). 

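A score per library was computed for the 72 genes of Fig. 3D, all of which belong to the type II IFN set, as their mean log2 CPM with a prior count of 2. The paper's GSVA scores use the full IFN gamma and tryptophan sets, which were not used here. The score was 6.02, 6.03 and 6.02 in shCTL replicates 1, 2 and 3, and 2.71, 2.73 and 2.73 in shPBRM1 replicates 1, 2 and 3. The group means differed by -3.30, with an SD of 0.0062 in shCTL and 0.014 in shPBRM1. The exact two-sided permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. Paired by replicate number, the mean difference was -3.30 with an SD of 0.0095 between pairs, and the exact sign-flip test gave p = 0.25, the smallest p that 3 pairs allow. Relative to 1000 random lists matched on mean expression, the difference was -3.26.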

Analysis of the ATAC-seq data further demonstrated that silencing MUC1 decreases chromatin accessibility of genes encoding effectors of the type II IFN pathway (Supplementary Fig. S5A). Among these, we identified *IDO1*, which encodes indoleamine-2,3-dioxygenase-1. IDO1 reduces tryptophan (Trp) levels in the tumor microenvironment (TME) that are necessary for T cell proliferation and function (50). Transcriptional profiles of BT-549 cells silenced for MUC1-C, PBRM1, and IRF1 showed a marked suppression of IDO1 expression (Supplementary Fig. S5B). In addition, we found suppression of tryptophanyl-tRNA synthetase (WARS, WRS), which protects cancer cells from Trp depletion (Supplementary Fig. S5B; ref. 50). 

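IDO1 lies on chromosome 8 from 39902275 to 39928444 in GENCODE v29. Its raw counts were 1457, 1909 and 1877 in the shCTL libraries and 43, 14 and 22 in the shPBRM1 libraries. Normalized levels were 38.5 ± 1.12 CPM (SD, n = 3) and 0.474 ± 0.210 CPM (SD, n = 3), so that 1.23% of the control level was left. The log2 fold change was -6.30 (standard error 0.31, adjusted p = 7.59e-22 from edgeR's quasi-likelihood test), and -6.30 with the replicate block. It stayed between -6.76 and -6.06 with each library left out in turn. The annotation overlaps IDO1 with AC007991.2 and 2 neighboring genes.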

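WARS, on chromosome 14 from 100333788 to 100376805 in GENCODE v29, was expressed at 781 ± 12.8 CPM (SD, n = 3) in shCTL and 299 ± 4.17 CPM (SD, n = 3) in shPBRM1 cells, which is 38.3% of the control level. The log2 fold change was -1.38 (standard error 0.018, adjusted p = 5.31e-19 from edgeR's quasi-likelihood test), both without and with the replicate block. Across the 6 fits that each left out a library, it stayed between -1.40 and -1.37. The annotation overlaps WARS with WDR25.

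**Figure D2:**
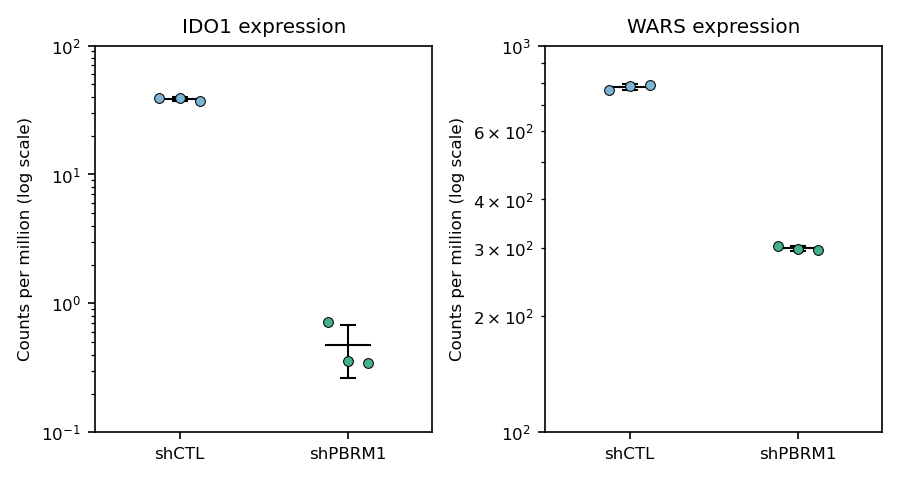
Expression of IDO1 (left) and WARS (right) in CPM on log scales that differ between the panels, in 3 shCTL and 3 shPBRM1 libraries (points, replicates 1 to 3 from left to right), with the mean and SD of each group (horizontal lines and bars). The shPBRM1 libraries lie under the shCTL libraries for both genes, at means of 0.474 against 38.5 for IDO1 and 299 against 781 for WARS.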

Further analysis of BT-549 cells silenced for MUC1-C and PBRM1 demonstrated downregulation of IDO1 and WARS (Supplementary Fig. S2E and S2F; Supplementary Fig. S5C). Accordingly, we investigated whether MUC1-C, PBRM1, and IRF1 are necessary for activation of the *IDO1* and *WARS* genes. The *IDO1* promoter region includes an IRF1/ISRE binding motif upstream of the TSS (Fig. 4B). Consistent with the demonstration that MUC1-C forms a complex with PBRM1 and IRF1, we found that MUC1-C, PBRM1, and IRF1 occupy this region (Fig. 4B). The *WARS* promoter region also contains an ISRE (Fig. 4C). Similar to *IDO1*, we found that the *WARS* ISRE is occupied by MUC1-C, PBRM1, and IRF1 (Fig. 4C), and that silencing MUC1-C (Supplementary Fig. S6A, left and right), IRF1 (Supplementary Fig. S6B, left and right), and PBRM1 (Supplementary Fig. S6C, left and right) downregulates IDO1 and WARS expression. In MDA-MB-436 cells, which have undetectable IDO1 expression, silencing MUC1-C (Supplementary Fig. S6D, left and right), IRF1 (Supplementary Fig. S6E, left and right), and PBRM1 (Supplementary Fig. S6F, left and right) decreased WARS transcript and protein levels. As observed for *STAT1* and *IRF1*, MUC1-C was necessary for increases in chromatin accessibility in the *IDO1* PLS (Fig. 4D) and *WARS* PLS (Fig. 4E) regions. Moreover, PBRM1 was necessary for opening chromatin at the *IDO1* PLS (Fig. 4F) and *WARS* PLS (Fig. 4G), supporting a MUC1-C pathway that involves PBRM1 and IRF1 in driving IDO1 and WARS expression.

**Figure 4.**
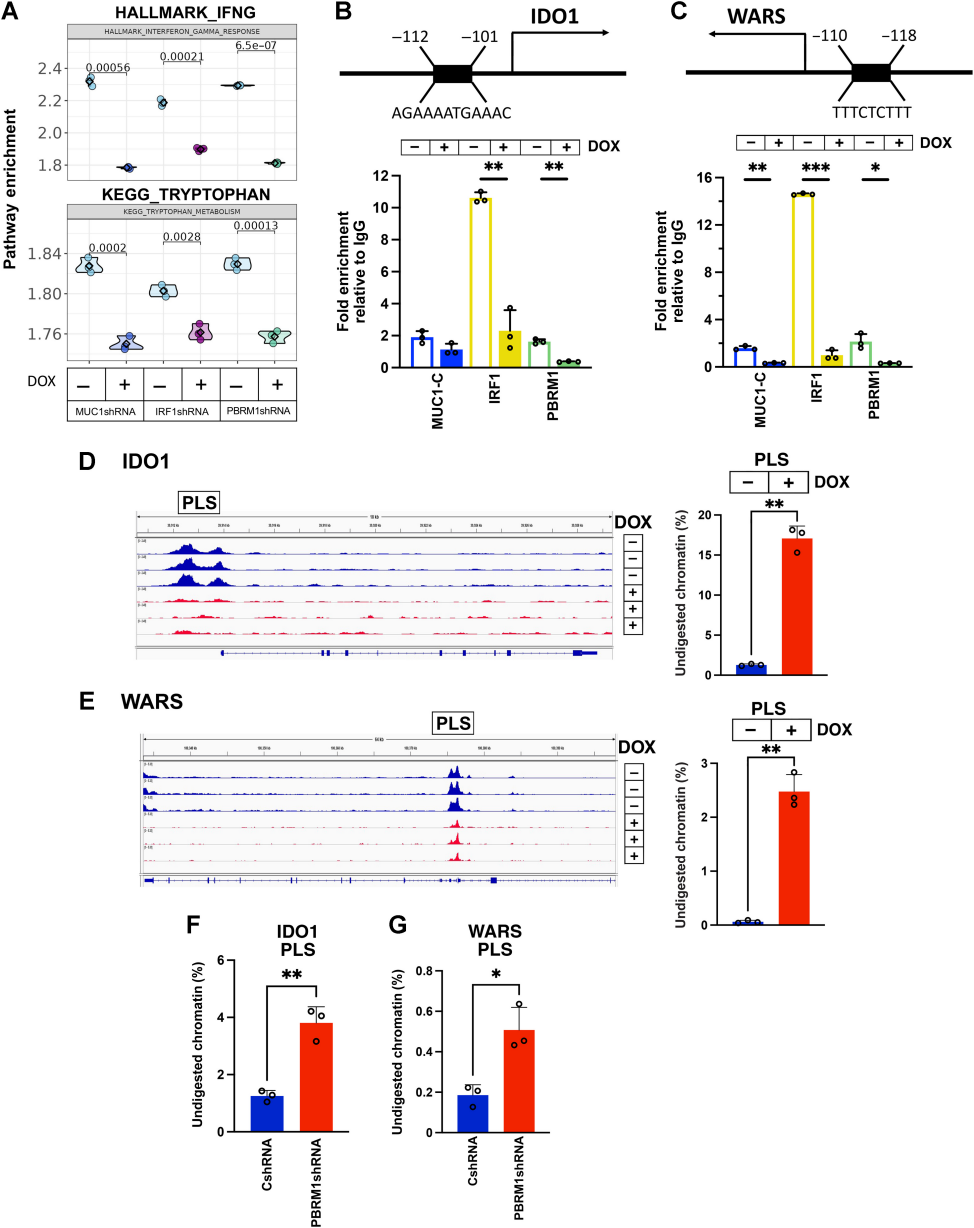
MUC1-C/PBRM1/IRF1 complexes induce chromatin accessibility and expression of the *IDO1* and *WARS* genes. **A,** Candidate pathway enrichment plot for the IFNG response and tryptophan metabolism in BT-549 cells silenced for MUC1-C, IRF1, and PBRM1. **B,** Schema of the *IDO1* gene with localization of a PLS upstream to the TSS. Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with a control IgG, anti-MUC1-C, anti-IRF1, and anti-PBRM1. The DNA samples were amplified by qPCR with primers for the *IDO1* PLS region. The results (mean ± SD and individual values) are expressed as relative fold enrichment as compared with that obtained with IgG (assigned a value of 1). **C,** Schema of the *WARS* gene with localization of a PLS upstream to the TSS. Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with a control IgG, anti–MUC1-C, anti-IRF1, and anti-PBRM1. The DNA samples were amplified by qPCR with primers for the *WARS* PLS region. The results (mean ± SD and individual values) are expressed as relative fold enrichment as compared with that obtained with IgG (assigned a value of 1). **D** and **E,** Genome browser snapshots of ATAC-seq data from the *IDO1* (**D**) and *WARS* (**E**) PLS regions in BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days (left). Chromatin was analyzed for accessibility by nuclease digestion (right). The results are expressed as the percentage of undigested chromatin (mean ± SD and individual values). **F** and **G,** Chromatin from BT-549/CshRNA and BT-549/PBRM1shRNA cells was analyzed for accessibility of the *IDO1* (**F**) and *WARS* (**G**) PLS regions by nuclease digestion. The results are expressed as the percentage of undigested chromatin (mean±SD and individual values). *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001.

### MUC1-C, PBRM1, and IRF1 are necessary for activation of the type I IFN pathway *RIG-I, MDA5*, and *ISG15* genes

MUC1-C, PBRM1, and IRF1 silencing in BT-549 cells was also associated with a marked decrease in enrichment of the type I IFN pathway (Fig. 5A). Moreover, ATAC-seq data demonstrated that silencing MUC1-C decreases the chromatin accessibility of genes in the type I IFN pathway (Supplementary Fig. S7A), which is activated in part by the RIG-I and MDA5 cytosolic RNA-sensing PRRs (51). 

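The 72 genes of Fig. 3D also belong to the type I IFN set, and their score was split by the marks of that figure. The 45 marked genes had a mean log2 CPM of 6.23, 6.20 and 6.22 in shCTL replicates 1, 2 and 3 and of 1.58, 1.65 and 1.64 in shPBRM1 replicates 1, 2 and 3. The 27 genes without a mark had 5.67, 5.74 and 5.69 in the shCTL libraries and 4.58, 4.53 and 4.53 in the shPBRM1 libraries. The differences of group means were -4.59 and -1.16 (exact two-sided permutation tests, p = 0.1 for each, the smallest p this design allows). The marks rest in part on the paper's own calls of lower expression in these libraries. A larger fall of the marked genes was therefore built into this split. Among the genes labeled in Fig. 3A, OAS1, on chromosome 12 from 112906777 to 112933222 in GENCODE v29, fell from 7892, 10302 and 10486 counts to 10, 5 and 2 counts. Its log2 fold change was -10.94 (standard error 0.53, adjusted p = 6.69e-29 from edgeR's quasi-likelihood test). OAS2 had a log2 fold change of -10.78 (standard error 0.33, adjusted p = 7.70e-28), and OAS3 of -6.71 (standard error 0.082, adjusted p = 2.02e-28). An antisense gene, AC004551.1, overlaps all 3 OAS genes in the annotation. MX1 fell from 1276 ± 19.9 CPM (SD, n = 3) to 1.96 ± 0.505 CPM (SD, n = 3), a log2 fold change of -9.35 (standard error 0.22, adjusted p = 4.41e-27). With the replicate block, the log2 fold changes of these 4 genes moved by less than their standard errors.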

As shown for *IDO1* and *WARS*, we identified a PLS in the *RIG-I* gene and found that silencing MUC1-C suppresses chromatin accessibility in this region (Fig. 5B). In addition, we found that (i) *MDA5* contains a PLS, which is also dependent on MUC1-C for opening chromatin (Fig. 5C), (ii) the *RIG-I* PLS is occupied by MUC1-C, PBRM1 and IRF1, and (iii) silencing MUC1-C decreases their occupancy (Fig. 5D). Similar results were obtained for *MDA5* PLS (Fig. 5E). Consistently, silencing PBRM1 decreased chromatin accessibility in the *RIG-I* and *MDA5* PLS regions (Fig. 5F). Moreover, silencing of MUC1-C, PBRM1, and IRF1 downregulated RIG-I and MDA5 expression (Supplementary Fig. S2E and S2F; Supplementary Fig. S7B–S7S7G). Chronic activation of the type I IFN pathway by low levels of IFNβ production in cancer cells has been linked to induction of the IRDS (4, 5). Analysis of genes in the IRDS demonstrated that MUC1-C silencing is associated with decreases in chromatin accessibility (Supplementary Fig. S8A). These results supported the involvement of MUC1-C–induced chromatin remodeling in integrating type I and II IFN inflammatory pathways with DNA damage resistance. Among the MUC1-induced IRDS genes, we identified *ISG15*, which is overexpressed in human cancers and couples chronic inflammation with DNA damage resistance (52). Silencing MUC1-C was associated with a marked decrease in chromatin accessibility within a broad *ISG15* PLS region (Fig. 5G). We found that the *ISG15* PLS is occupied by MUC1-C, PBRM1, and IRF1, and that silencing MUC1-C decreases their occupancy (Fig. 5H). Silencing PBRM1 also decreased chromatin accessibility in the *ISG15* PLS region (Fig. 5I). Moreover, silencing MUC1-C, PBRM1, and IRF1 downregulated ISG15 expression in BT-549 and MDA-MB-436 cells (Supplementary Fig. S2E and S2F; Supplementary Fig. S8B–S8S8G).

**Figure 5.**
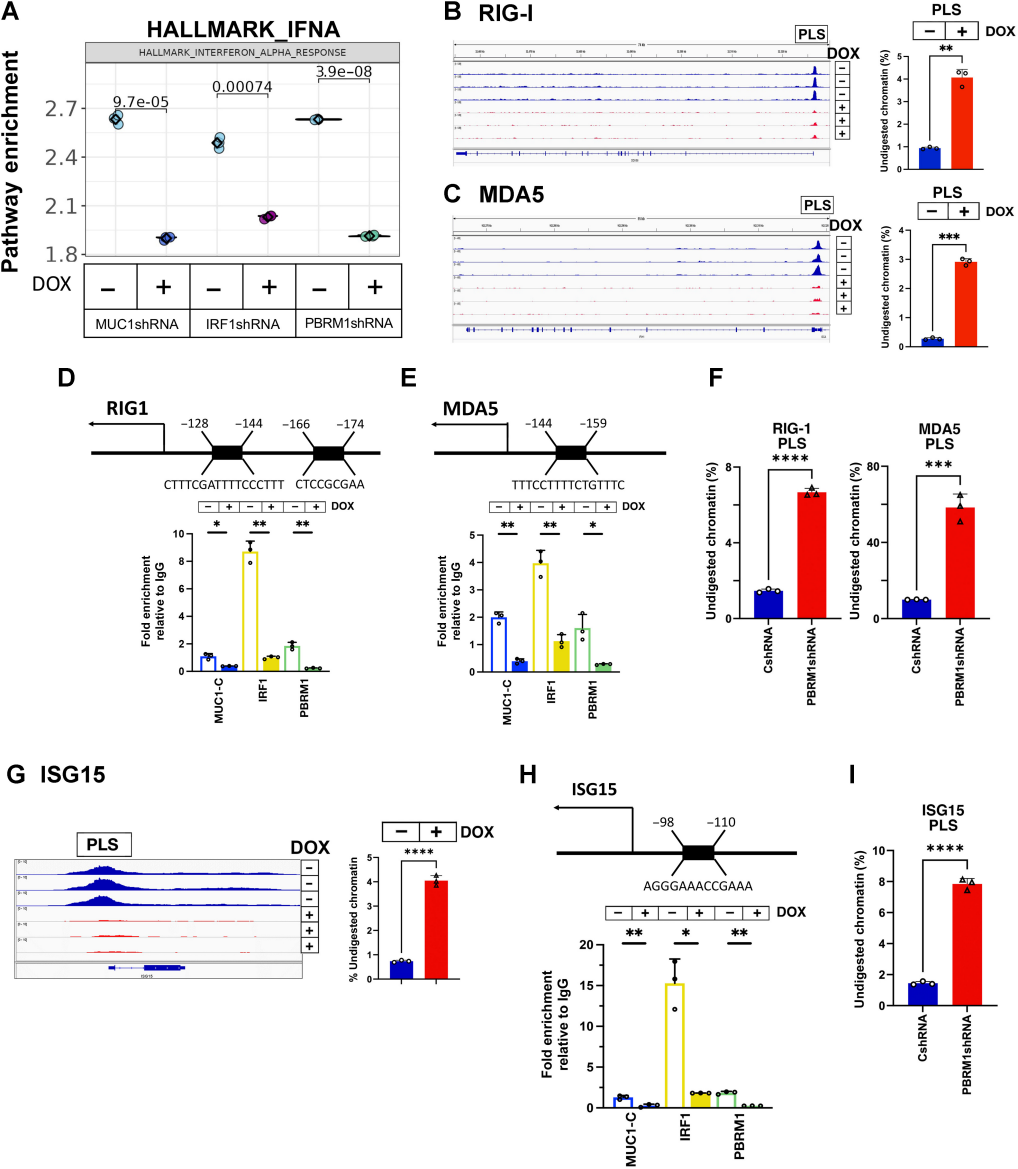
MUC1-C/PBRM1/IRF1 complexes induce chromatin accessibility and expression of the *RIG-I, MDA5*, and *ISG15* genes. **A,** Candidate pathway enrichment plot for the IFNA response in BT-549 cells silenced for MUC1-C, IRF1, and PBRM1. **B** and **C,** Genome browser snapshots of ATAC-seq data from the *RIG-I* (**B**) and *MDA5* (**C**) PLSs in BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days (left). Chromatin was analyzed for accessibility by nuclease digestion (right). The results are expressed as the percentage of undigested chromatin (mean ± SD and individual values). **D** and **E,** Schema of the *RIG-I* (**D**) *and MDA5* (**E**) genes with localization of a PLS upstream to the TSS. Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with a control IgG, anti–MUC1-C, anti-IRF1 and anti-PBRM1. The DNA samples were amplified by qPCR with primers for the *RIG-I* (**D**) and *MDA5* (**E**) PLS regions. The results (mean ± SD and individual values) are expressed as relative fold enrichment as compared with that obtained with IgG (assigned a value of 1). **F,** Chromatin from BT-549/CshRNA and BT-549/PBRM1shRNA cells was analyzed for accessibility of the *RIG-I* and *MDA5* PLS regions by nuclease digestion. The results are expressed as the percentage of undigested chromatin (mean ± SD and individual values). **G,** Genome browser snapshots of ATAC-seq data from the *ISG15* PLS in BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days (left). Chromatin was analyzed for accessibility by nuclease digestion (right). The results are expressed as the percentage of undigested chromatin (mean ± SD and individual values). **H,** Schema of the *ISG15* gene with localization of a PLS upstream to the TSS. Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with a control IgG, anti-MUC1-C, anti-IRF1, and anti-PBRM1. The DNA samples were amplified by qPCR with primers for the *ISG15* PLS region. The results (mean ± SD and individual values) are expressed as relative fold enrichment as compared with that obtained with IgG (assigned a value of 1). **I,** Chromatin from BT-549/CshRNA and BT-549/PBRM1shRNA cells was analyzed for accessibility of the *ISG15* PLS region by nuclease digestion. The results are expressed as the percentage of undigested chromatin (mean ± SD and individual values). *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001.

### Targeting MUC1-C inhibits DNA damage resistance in TNBC CSCs

The CSC state is associated with DNA damage resistance (53). MUC1-C induces the TNBC CSC state; however, it is unknown whether MUC1-C drives resistance to DNA damage in TNBC CSCs (24, 31, 32, 54, 55). To determine whether MUC1-C plays a role in the emergence of persister cells under the stress of DNA-damaging agents, we established BT-549/tet-MUC1shRNA TNBC CSCs based on their capacity for self-renewal in forming mammospheres (Fig. 6A). Silencing MUC1-C with DOX treatment decreased mammosphere formation (Fig. 6A). We also found that silencing MUC1-C in these CSCs significantly reduces their capacity for self-renewal when combined with carboplatin (CBDCA) treatment (Fig. 6A). This loss of self-renewal was associated with induction of DNA damage, as evidenced by the formation of γH2AX foci (Fig. 6B). Silencing PBRM1 and IRF1 also suppressed self-renewal (Supplementary Fig. S9A and S9B), confirming that MUC1-C→PBRM1→IRF1 signaling contributes to the CSC state. As an additional approach, we treated BT-549 cells with the GO-203 inhibitor, which is a cell-penetrating peptide that blocks MUC1-C homodimerization, nuclear localization, and function (24). Administration of GO-203 in mice and humans has achieved plasma levels of approximately 2 μmol/L in the absence of dose-limiting toxicity (24). Treatment of BT-549 CSCs with 0.75 μmol/L GO-203 and carboplatin showed greater inhibition of self-renewal than treatment with either agent alone (Fig. 6C) in association with the induction of γH2AX foci (Fig. 6D). Platinum-based therapies remain the standard of care for advanced BRCA wild-type TNBCs; whereas PARP inhibitors are used for the treatment of BRCA mutant disease (56). In studies of BRCA mutant MDA-MB-436 cells, we found that GO-203 also potentiates the effects of olaparib on loss of self-renewal capacity (Supplementary Fig. S9C) and overcoming DNA damage resistance (Supplementary Fig. S9D), indicating that MUC1-C protects TNBC CSCs from treatment with genotoxic anticancer drugs. Given these findings, we next investigated whether MUC1-C is important for acquired resistance to DNA-damaging agents. To this end, we analyzed MDA-MB-436 cells established for resistance to rucaparib, which exhibit cross-resistance to olaparib and cisplatin (Supplementary Fig. S9E; refs. 35, 57). We found that resistant MDA-MB-436RR cells have increased expression of PBRM1 and ISG15 (Fig. 6E). Moreover, treatment with GO-203 was associated with (i) downregulation of PBRM1, IRF1 and ISG15, and (ii) induction of γH2AX (Fig. 6F). GO-203 treatment of MDA-MB-436RR cells inhibited cell viability (Supplementary Fig. S9F), resulted in a pronounced decrease in self-renewal capacity (Fig. 6G) and reversed DNA damage resistance, as evidenced by increases in γH2AX foci (Fig. 6H). In extending this analysis to established MDA-MB-436RR tumors in mice, we found that GO-203 treatment is effective in inhibiting their growth (Fig. 6I) in association with induction of DNA damage, as evidenced by increases in γH2AX expression (Fig. 6J). Collectively, these findings demonstrate that targeting MUC1-C with GO-203 circumvents the intrinsic and acquired DNA damage resistance of TNBC CSCs and supports combining GO-203 with carboplatin or olaparib for the treatment of recalcitrant TNBCs.

**Figure 6.**
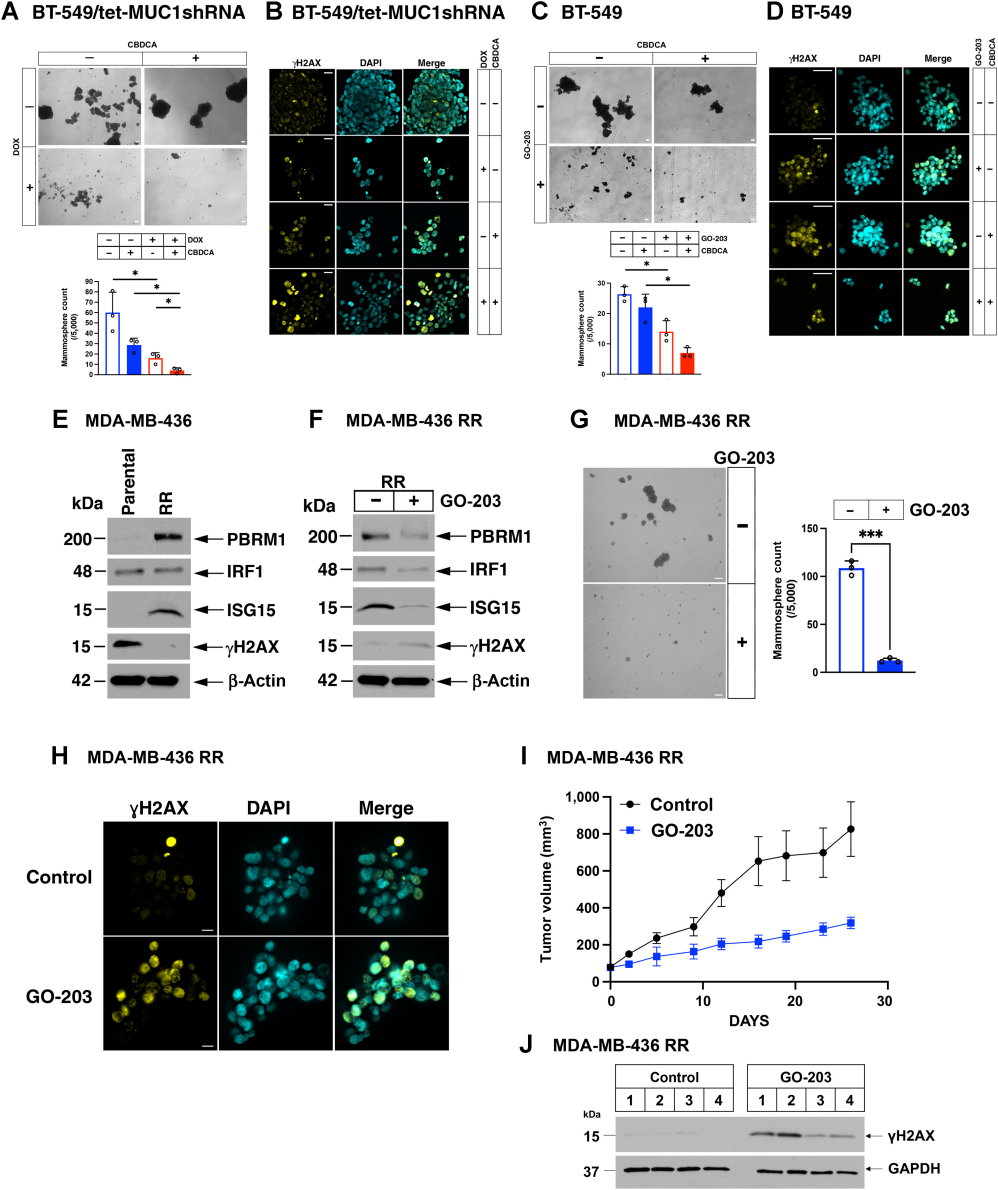
Targeting MUC1-C in TNBC CSCs inhibits self-renewal capacity and circumvents DNA damage resistance. **A,** BT-549/tet-MUC1shRNA cells were treated with vehicle or DOX for 7 days and then assayed for tumorsphere formation in the absence and presence of 0.2 μmol/L CBDCA for 7 days (**A,** top); scale bar, 100 μm. The results (mean ± SD of 3 biological replicates) are expressed as the number of mammospheres (**A,** lower). **B,** BT-549/tet-MUC1shRNA mammospheres treated with vehicle or DOX in the absence and presence of 2 μmol/L CBDCA for 2 days were assayed by ICC analysis for visualization of γH2AX foci; scale bar, 50 μm. **C,** BT-549 cells treated with vehicle or 0.75 μmol/L GO-203 in the absence and presence of 0.2 μmol/L CBDCA were assayed for mammosphere formation at 8 days (top); scale bar, 100 μm. The results (mean ± SD of 3 biological replicates) are expressed as the number of mammospheres (bottom).**D,** BT-549 mammospheres treated with vehicle or 2.5 μmol/L GO-203 in the absence and presence of 2 μmol/L CBDCA for 2 days were assayed by ICC analysis for visualization of γH2AX foci; scale bar, 50 μm. **E,** Lysates from parental MDA-MB-436 and olaparib-resistant MDA-MB-436RR cells were immunoblotted with antibodies against the indicated proteins. **F,** MDA-MB-436RR cells treated with 5 μmol/L GO-203 for 2 days were immunoblotted with antibodies against the indicated proteins. **G,** MDA-MB-436RR cells treated with vehicle or 5 μmol/L GO-203 were assayed for mammosphere formation at 7 days (left); scale bar, 100 μm. The results (mean±SD of 3 biological replicates) are expressed as the number of mammospheres (right). **H,** MDA-MB-436RR mammospheres treated with vehicle or 2.5 μmol/L GO-203 for 2 days were assayed by ICC analysis for visualization of γH2AX foci; scale bar, 50 μm. **I,** Six-week-old nude mice were injected subcutaneously in the flank with 3×10^6^ MDA-MB-436RR cells. Mice pair-matched into two groups when tumors reached 100 to 150 mm^3^ were treated intraperitoneally daily with PBS or GO-203 for 26 days. Tumor volumes are expressed as the mean±SEM for 6 mice. **J,** Lysates from tumors exposed for 5 days to GO-203 were immunoblotted with antibodies against the indicated proteins. *, *P* ≤ 0.05; ***, *P* ≤ 0.001.

### Involvement of MUC1-C in conferring DNA damage resistance and immune evasion in TNBC

Analysis of scRNA-seq datasets has demonstrated that MUC1 is widely expressed in TNBC tumor cell populations (36). However, it is not known whether MUC1 is associated with adverse outcomes in patients with TNBC treated with genotoxic agents. On the basis of the present findings that MUC1-C is important for drug resistance, we analyzed MUC1 expression and clinical response in a cohort of patients with TNBC treated with cytotoxic anticancer agents. We found that patients with MUC1-high versus MUC1-low tumors experienced poor clinical outcomes (Fig. 7A). We also found that patients with PBRM1-high versus PBRM1-low tumors had significantly decreased relapse-free survival (Fig. 7B), supporting the involvement of the MUC1-C→PBRM1 pathway in conferring DNA damage resistance. An important factor in the responsiveness of TNBCs to chemotherapy is the presence of TILs (58, 59). In this respect, patients with TNBCs harboring high TILs in the TME experience significant improvement in disease-free survival in response to chemotherapy compared with those with low TILs (58, 59). Expression of MUC1 transcripts in TNBCs is associated with the depletion of TILs in the TME (36); however, there have been no previous studies examining MUC1-C expression in TNBCs or the relationship between MUC1-C and the presence of TILs. Accordingly, we studied MUC1-C expression by IHC analysis of TNBC core biopsies and found distinct patterns of cell membrane (Fig. 7C) and cytosolic/nuclear (Fig. 7D) staining. These contrasting expression patterns correspond to the internalization of MUC1-C from the cell membrane to the cytoplasm and nucleus during the progression of TNBC cells to the CSC state (32). Further analysis demonstrated that TNBC tumors with MUC1-C membrane staining are not associated with TMEs harboring significant differences in stromal TILs (sTILs; Fig. 7E). In contrast, TNBC tumors with MUC1-C cytosolic/nuclear staining were significantly associated with decreased sTILs levels (Fig. 7E). These findings indicated that TNBC progression contributes to TIL depletion, which is an adverse factor for responsiveness to genotoxic anticancer agents.

**Figure 7.**
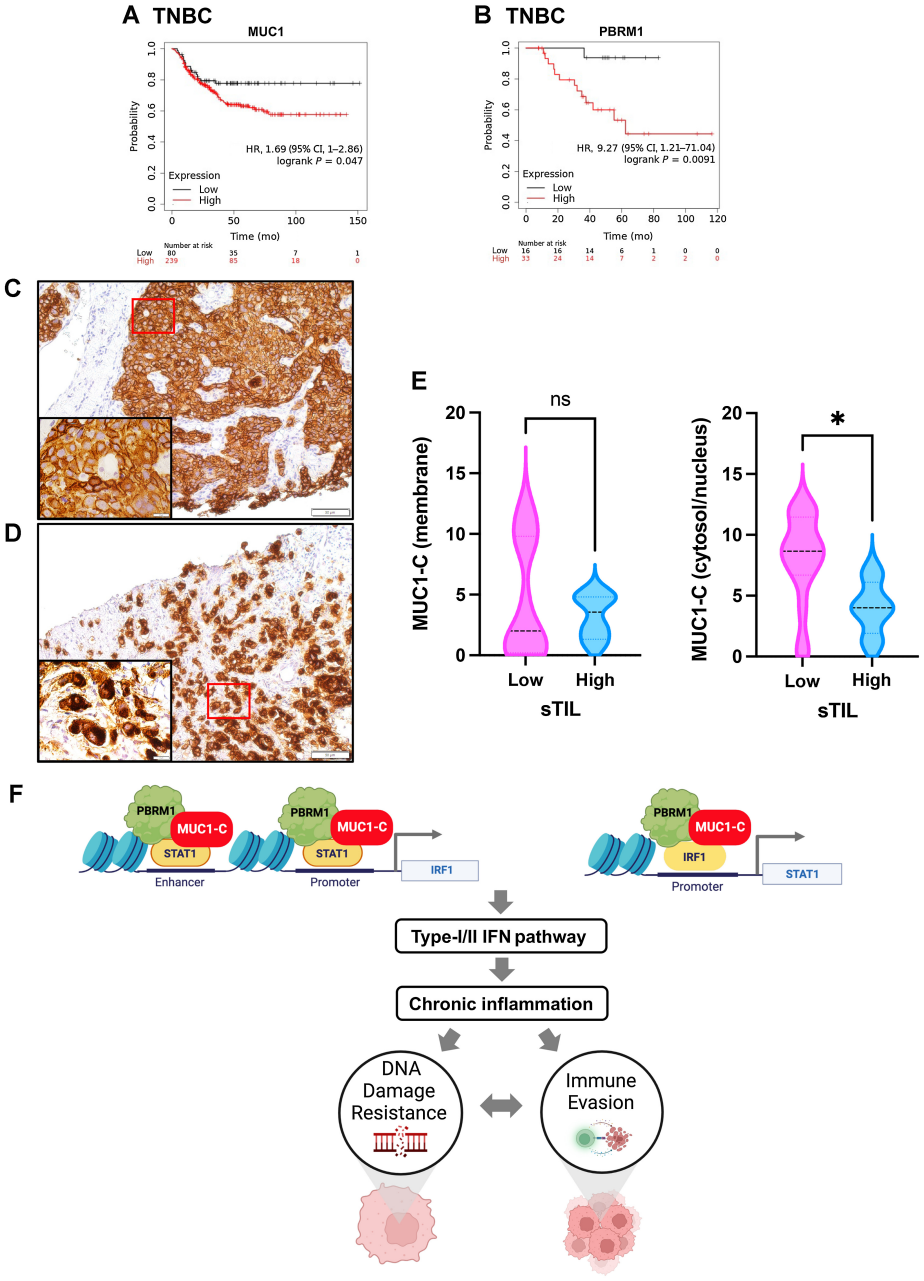
MUC1 and PBRM1 associate with decreases in responsiveness of TNBC tumors to chemotherapy. **A** and **B,** Kaplan–Meier curves for relapse-free survival created by the public database and web application KM plotter (http://kmplot.com/ analysis/) based on the MUC1 (**A**) and PBRM1 (**B**) expression levels. Patients with TNBC were stratified with high (red) or low (black) expression of MUC1 and PBRM1. **C** and **D,** Representative MUC1-C staining in cell membrane (**C**) and cytosol/nuclear (**D**) of primary TNBC samples (magnifications, ×20). Insets highlight localization of MUC1-C expression in cancer cells (magnifications, ×100). **E,** TNBC tumors with cell membrane (left) and cytosol/nuclear (right) MUC1-C expression were stratified with sTIL levels in TNBC samples. **F,** Proposed model based on the present data demonstrating that MUC1-C induces PBRM1 expression and, in turn, binds to PBRM1. MUC1-C/PBRM1 complexes associate with (i) STAT1 in activating the *IRF1* gene and (ii) IRF1 in activating *STAT1* by increasing chromatin accessibility and their transcription. Induction of STAT1 and IRF1 expression contributes to a feed-forward circuit in which MUC1-C/PBRM1/STAT1 and MUC1-C/PBRM1/IRF1 complexes drive activation of genes in the type I and II IFN pathways. In this way, prolonged MUC1-C activation in settings of repetitive cycles of damage and repair promote chronic inflammation. A consequence of persistent MUC1-C activation and PBRM1-mediated chromatin remodeling is the establishment of IFN gene signatures that contribute to the CSC state and DNA damage resistance. DNA damage-induced inflammatory signaling is coupled to immune evasion, which in turn contributes to a MUC1-C/PBRM1-driven auto-inductive circuit that integrates a refractory state to treatment with genotoxic and immunotherapeutic agents. Figure created with BioRender.com. *, *P* ≤ 0.05.

## Discussion

PBRM1 represses, as well as activates, IFN pathway genes in different cancer cells (18, 21, 22). PBRM1 status has also been associated with responsiveness to ICIs in selected cancers and not others (18–23). The basis for these disparate outcomes is unclear, emphasizing the need for a better understanding of how PBRM1 regulates IFN pathway genes in the malignant setting. The present results demonstrate that MUC1-C induces PBRM1 in TNBC cells and, in turn, forms a nuclear complex with PBRM1 (Fig. 7F). MUC1-C chronically activates the type II IFN pathway and downstream immunosuppressive IDO1 and COX2 effectors in association with immune cell-depleted TMEs (36). MUC1-C has also been linked to induction of cytosolic nucleotide PRRs and STING in driving activation of the type I IFN pathway (41). These findings and the demonstration that MUC1-C interacts with PBRM1 suggested that MUC1-C may play a role in regulating PBRM1-mediated chromatin accessibility and the expression of ISGs. Consistent with this notion, we found that MUC1-C/STAT1 complexes recruit PBRM1 to *IRF1* PLS and ELS regions. In support of a functional MUC1-C, STAT1, and PBRM1 interaction, silencing MUC1-C decreased STAT1 and PBRM1 occupancy. MUC1-C and PBRM1 were also found to be necessary for (i) opening chromatin in the *IRF1* PLS and ELS regions and (ii) inducing IRF1 expression. Our results demonstrate that MUC1-C also directly interacts with IRF1 and that silencing MUC1-C decreases occupancy of PBRM1 and IRF1 on *STAT1* PLS. Moreover, silencing MUC1-C and PBRM1 decreased chromatin accessibility of the *STAT1* PLS, supporting a chronic MUC1-C–driven STAT1/IRF1/PBRM1 auto-inductive signaling network.

Our results extend this interaction between MUC1-C and PBRM1 to the activation of additional IRF1 target genes. As shown for *STAT1*, MUC1-C/PBRM1/IRF1 complexes induce chromatin accessibility and expression of the type II IFN pathway *IDO1* and *WARS* genes. In support of a common mechanism for the induction of IRF1 target genes, we also found that MUC1-C/PBRM1/IRF1 complexes are necessary for the induction of chromatin accessibility and the expression of the type I IFN pathway *RIG-I* and *MDA5* genes. These findings and the demonstration that silencing MUC1-C decreases chromatin accessibility and the expression of multiple other ISGs uncovered the involvement of MUC1-C and PBRM1 in chronic activation of type I and II IFN pathways (Fig. 7F). PBRM1 has pleiotropic functions that intersect with DNA damage repair (60). PBRM1 deficiency induces replication stress and confers synthetic lethality to DNA repair inhibitors (15). Replication stress potentiates the antitumor immune response by increasing genomic instability and activation of the STING pathway (16). Along these lines, we found that ISG15 expression is dependent on MUC1-C/PBRM1/IRF1 and increases in chromatin accessibility within the *ISG15* PLS. Of importance in this regard, ISG15 is overexpressed in cancer cells through unknown mechanisms (52, 61) and functions as a major effector of innate immunity, linking DNA damage resistance to immune evasion (Fig. 7F; ref. 62).

The CSC state is associated with DNA damage resistance and immune evasion (33, 34, 63). Our results demonstrate that MUC1-C/PBRM1/IRF1 signaling promotes the TNBC CSC state, as evidenced by dependence on their expression for self-renewal capacity. In parallel, MUC1-C recruits ARID1A/BAF to PLS and ELS regions of stemness genes in association with driving increases in chromatin accessibility and expression (31). These findings collectively support the involvement of MUC1-C and SWI/SNF-mediated chromatin remodeling in integrating chronic activation of the type I and II IFN pathways with the CSC state and DNA damage resistance (Fig. 7F). Platinum-based agents are often used for the treatment of TNBCs without germline *BRCA* mutations; however, their effectiveness is limited by intrinsic and acquired DNA damage resistance (56). Of potential translational relevance, we found that targeting MUC1-C in TNBC CSCs potentiates the effects of carboplatin by circumventing DNA damage resistance and promoting loss of self-renewal capacity. *BRCA* mutant TNBCs also exhibit primary and secondary resistance to PARP inhibitors (56). In this context, targeting MUC1-C in *BRCA*-mutant TNBC cells with the GO-203 inhibitor suppressed (i) PBRM1, IRF1, and ISG15 expression, (ii) self-renewal capacity, and (iii) DNA damage resistance. Similar results were obtained with GO-203 treatment of olaparib-resistant TNBC cells, confirming that MUC1-C is a target for suppressing the CSC state and resistance to genotoxic agents.

In extending these findings to TNBC tumors, we found that MUC1 and PBRM1 are associated with decreased RFS in patients treated with chemotherapy. We also found that MUC1-C expression in TNBCs is associated with depletion of sTILs, which decreases responsiveness to chemotherapy and survival (58, 59). These findings in TNBC tumors corroborate the involvement of MUC1-C at the intersection between DNA damage resistance and immune evasion (Fig. 7F). In summary, MUC1-C integrates PBRM1-mediated chromatin remodeling in driving chronic activation of type I and II IFN pathway genes, which are important for the CSC state and resistance to genotoxic and immunotherapeutic agents (Fig. 7F; ref. 64).

## Supplementary Material

Supplementary Figures S1-S9 and Tables S1-S4. S1. Silencing MUC1-C downregulates IRF1 expression in TNBC cells. S2. Effects of silencing MUC1-C on TNBC cells. S3. MUC1-C is necessary for PBRM1 expression A and B. S4. MUC1-C forms a direct complex with IRF1 that activates type I and II ISGs. S5. Common genes regulated in cells silenced for MUC1, IRF1, and PBRM1. S6. Silencing MUC1-C, IRF1, and PBRM1 downregulated IDO1 and WARS in TNBC cells. S7. Silencing of MUC1-C, IRF1, and PBRM1 downregulates RIG-I and MDA5 in TNBC cells. S8. Silencing MUC1-C, IRF1, and PBRM1 downregulates ISG15 expression in TNBC cells. S9. Effects of silencing IRF1 and PBRM1 on BT-549 mammosphere formation and GO-203 treatment on the viability of olaparib-resistant MDA-MB-436RR cells. Table S1. Primers used for qRT-PCR. Table S2. Primers used for ChIP-qPCR and DNase I chromatin accessibility assays. Table S3. Common downregulated 196 DEGs in BT-549 cells with silencing of MUC1, IRF1, and PBRM1. Table S4. Overlapping IFN-pathway genes downregulated in cells with MUC1-C, PBRM1, and IRF1 silencing.

How the deposited data were processed for this re-analysis (not part of the article)

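RNA-seq was analyzed for BT-549 cells in 2 groups of 3 libraries, shCTL and shPBRM1. The profiles of MUC1shRNA and IRF1shRNA cells, the ATAC-seq data, and the qRT-PCR and immunoblot experiments were not analysed here. The authors deposited raw counts per gene symbol for the 6 libraries. The paper states that reads were aligned as in an earlier publication and that feature counts were normalized and analyzed with DESeq2; its text does not name the aligner, the genome build, the annotation or whether counting used the strand. The counts used here are those the authors deposited, before any normalization. Groups and replicate numbers were taken from the sample titles. The treatment labels pair shCTL with DMSO and shPBRM1 with DOX, so that an effect of DOX and an effect of the silencing cannot be separated in these libraries.

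The table has 37887 rows, of which 14 carry dates in place of gene symbols, as a spreadsheet writes some symbols; these were kept and not named. Total counts were between 36429395 and 65096297 per library. The floor of detection was set at 3 counts, and a fold change against a group with no library above it is given as a lower bound. Intervals are at the 95% level. Libraries of the same group differed by more than the sampling noise, with a chi-square per degree of freedom between 4.92 and 24.9, which does not show whether they come from separate cultures. The paper's Methods state that the cells for RNA-seq were cultured in triplicate. Each library was counted as a replicate by its replicate number.

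Differential expression was tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr, which kept 15450 genes, and the quasi-likelihood F-test with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and a fold change over 2 were counted as changed, as in the paper. Levels are given in CPM, normalized by TMM. Standard errors come from the spread of log2 CPM between replicates, with 2 counts added to each count. Enrichment was tested with fgsea 1.28.0 for the 72 genes read from Fig. 3D, since the full MSigDB sets were not used here. Scores per library are mean log2 CPM and were compared by exact permutation tests. Gene positions, GC content and length are those of the GENCODE v29 annotation of GRCh38, matched by symbol; 98.6% of the tested genes had them.

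The genes named in the text follow a rule set before the data were examined: the genes the paper names for these pathways or labels in the shPBRM1 panel of Fig. 3A, the 72 genes as a group, and the 5 genes up and the 5 genes down with the largest change among those with an adjusted p under 0.05, a mean of at least 100 counts and no overlap between the groups. Genes named outside this rule are said to have been chosen after their values were seen. Results for some genes are not reported here.

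The pairing of replicates comes from the replicate numbers in the sample titles. The alternatives set in advance were DESeq2 1.42.0, edgeR's RLE factors, library size only, no filter on low counts, a mean of at least 50 counts, the replicate block, each library left out in turn, edgeR's glmTreat against a fold change of 2, no fold change minimum and an adjusted p under 0.001. For the enrichment they included other rankings and parts of the list. For the score they included single-sample GSEA with gseapy 1.3.1, a prior count of 0.5 and random lists. A fit with the replicate block and offsets for GC content and gene length was added after the data had been seen.

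The tests were checked on simulated counts drawn from the means and library sizes of the real libraries. With 200 genes changed 4-fold, edgeR recovered 193 genes among 15389 tested, with 1 false call, and DESeq2 recovered 192 among 18165 tested. With no gene changed, edgeR made 1 call among 15378 genes. A call also needed a fold change over 2, so few calls among unchanged genes were largely built in. The simulated libraries did not carry the deviations that same-numbered real libraries share. In the real data, 10000 of 15450 tested genes passed an adjusted p of 0.05, far more than the 200 changed in the simulation. These checks therefore do not give the error rate of the tests in the real libraries.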

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

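The tests on RNA without a poly(A) tail, on shared reads and on S-phase genes for the histone genes, and those on other zinc finger genes, on the other genes of the region and on shared reads for the zinc finger genes, were chosen only after the result was seen. Groups of 3 libraries are too small for a test of single outlying libraries, so none was made.

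Histone genes, which the paper does not discuss, were higher in shPBRM1 than in shCTL libraries. The median log2 fold change of 63 tested histone genes was 1.33, and 55 of them were higher and 1, HIST1H1T, singled out after its value was seen, was lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The 47 histone genes on chromosome 6 had a median of 1.34 and the 16 elsewhere 1.15, and their summed CPM was higher in shPBRM1 in each of the 3 same-numbered pairs. Histone transcripts mostly lack a poly(A) tail, so a carry-over of such RNA into the libraries was tested with a list of 28 other RNAs without a tail, 14 of which were tested. Their median was 0.038, but RNU11, RNU5A-1 and RNU4-1, singled out after their values were seen, were higher at an adjusted p under 0.05, with log2 fold changes of 1.22, 0.81 and 0.57, so a carry-over of some such RNA is not excluded. GC content and gene length were tested in the fit with the replicate block and offsets for both, which left a median of 1.16. Reads shared between near-identical histone genes would leave the sum of the family as it was, but the summed CPM rose by a log2 ratio of 1.31. The replicate block alone gave a median of 1.34, and the lowest median under the other scalings was 1.29. More cells in S phase would raise genes of DNA replication too, but the median of 7 such genes, MCM2 to MCM7 and PCNA, was 0.047. These genes were mixed, with 3 higher and 1 lower at an adjusted p under 0.05. PCNA, looked at after its values were seen, had a log2 fold change of 0.53, and the variant genes H2AFZ and H2AFV, also looked at later, rose by 0.93 and 1.03. The variant genes have transcripts with poly(A) tails, so that their rise goes against a carry-over of RNA without a tail as the whole explanation. So do RN7SL1 and SNORD3A, also looked at later, with log2 fold changes of 0.11 and 0.0038, and the median of the 14 RNAs without a tail in the fit with the replicate block and offsets, -0.13. Because of the 3 higher RNAs, a contribution of carry-over to the rise cannot be told apart from it. A change of histone transcript levels with PBRM1 silencing or with DOX may be put forward as a hypothesis, found and tested on the same libraries.

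A stretch of chromosome 19 rich in zinc finger genes, also outside what the paper discusses, was higher in shPBRM1 libraries. Along the chromosomes, 577 overlapping windows of 50 tested genes were examined, and 2 had a median log2 fold change beyond 0.4 in size. These were the histone region of chromosome 6, from 26172059 to 28137293, with a median of 1.03, and chromosome 19 from 19865886 to 32678300, with a median of 0.49. The other windows lay between -0.36 and 0.37. The 30 ZNF genes of the chromosome 19 window had a median of 0.60, with 27 higher and 1, ZNF507, lower at an adjusted p under 0.05. Past a fold change of 2 were ZNF257 and ZNF681, with log2 fold changes of 1.06 and 1.23; these 3 genes were singled out after their values were seen. The fit with the replicate block and offsets for GC content and gene length gave 0.56, and the lowest median under the other scalings was 0.55. The 225 ZNF genes elsewhere on chromosome 19 had a median of -0.13, which speaks against a property of all zinc finger genes. A gain of DNA would raise the other genes beside the cluster as well. The tested genes of the window leave a wide gap between 24033405 and 27638483, with 29 of the ZNF genes before it. The 5 other genes before the gap, BNIP3P17, LINC01224, RPL34P34, RPSAP58 and VN1R83P, named after their values were seen, had a median of 0.33, and RPSAP58 was higher at an adjusted p under 0.05. The 15 other genes past the gap had a median of 0.063. In the fit with the replicate block and offsets, the median of the 5 genes was 0.066, which goes against a gain, but they are too few to settle it. The summed CPM of the 30 ZNF genes rose by a log2 ratio of 0.49, which a shift of reads among them would not give, but that of the 225 ZNF genes elsewhere on the chromosome changed by a log2 ratio of -0.15, so that reads shifted from those genes are not excluded. The rise therefore cannot be told apart from a gain of DNA or from shared reads. A derepression of this cluster in the shPBRM1 cells may be put beside them as a hypothesis, found and tested on the same libraries, which cannot separate it from an effect of DOX.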

How the results depend on the processing

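The counts of changed genes depended mainly on the threshold and on the filter. With a mean of at least 50 counts, 941 genes were downregulated and 270 upregulated; with glmTreat against a fold change of 2, 913 and 175; without a fold change minimum, 5137 and 4863. The share of changed genes that were downregulated was 83.9% with glmTreat, 80.5% with library size only, 80.2% at an adjusted p under 0.001 and 51.4% without a fold change minimum. The cause of these shifts was not tested. With the replicate block, 1498 genes were downregulated and 457 upregulated, or 76.6% downregulated; under DESeq2, the RLE factors, library size only, no filter, an adjusted p under 0.001 and the block, the counts stayed within 1.5 times those of the fit without the block. With each library left out in turn, 1485 to 1604 genes were downregulated, 441 to 493 were upregulated, and the share was from 75.4% to 77.8%.

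Between 56 and 68 of the 72 IFN genes and 44 or 45 of the 45 marked genes were downregulated under all alternatives. The log2 fold changes of PBRM1, IRF1, IDO1 and WARS kept their direction and their side of the threshold under all alternatives run, from -1.96 to -1.89 for PBRM1, from -1.65 to -1.51 for IRF1, from -6.76 to -6.06 for IDO1 and from -1.43 to -1.35 for WARS. The enrichment score stayed negative, from -2.91 to -2.24. The score of the 72 genes moved by more than its SD between replicates, to -3.39 with a prior count of 0.5, -3.35 with library size only, -3.26 against random lists, -4.59 for the 45 marked genes and -1.16 for the 27 others. The single-sample GSEA score, in its own units, differed by -4209. With each library left out in turn, the difference in the mean log2 CPM score of the 72 genes was from -3.31 to -3.30. Among 38 single genes named by the rule, no alternative reversed a direction; BRD7, STAT3 and DNMT1 passed an adjusted p of 0.05 and ARID1A lost it under some alternative. The alternatives were set before the data were examined, apart from the fit with the replicate block and offsets for GC content and gene length.

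The 6 libraries can be split into 2 groups of 3 in 10 ways, 4 of which part all 3 same-numbered pairs as the groups do. For the genes downregulated, the genes upregulated, the IFN genes and the marked genes, 1 of these 4 splits, the grouping itself, gave a result as large. The other 9 splits gave 0 changed genes, and between 57 and 119 genes with an unadjusted p under 0.05. For the enrichment score, 2 of the 4 splits gave a score as large. The 6 splits that part 1 pair also gave 0 changed genes. With 4 splits, no share under 0.05 is possible. Each other split also sets 2 libraries of a group and 1 of the other against the reverse, which puts the difference between shCTL and shPBRM1 into the spread within the groups and keeps part of it in the ranking of the genes. Few calls and a large enrichment score were therefore built into these splits, and they show neither that the groups differ by more than chance nor that the enrichment is unspecific. The depth limits the fold changes of genes that are nearly absent in a group, such as TRIM22 and STK26, to lower bounds.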

Differences from the paper's values

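For the genes changed in shPBRM1 relative to shCTL cells, the paper's reported values are 1402 downregulated and 371 upregulated genes, against 1496 and 443 here, which is less than 1.5 times apart. With DESeq2, the tool the paper names, the values were 1568 and 427. None of the alternatives set before the data were examined gave the paper's counts. Those that lay more than 1.5 times away from both were glmTreat, with 913 and 175 genes, and no fold change minimum, with 5137 and 4863 genes. The caption of Fig. 3D gives 45 marked genes, and the 45 read by eye from the figure were all downregulated here. These marks rest in part on the paper's own calls on these libraries, so the match is not an independent check.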

Other observations

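The tests on the mixing of cells, on IFNB1, on mitochondrial RNA and on a loss of chromosome 16 were chosen only after the result was seen.

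The surplus of downregulated genes was tested against technical explanations. In the fit with the replicate block and offsets for GC content and gene length, 77.6% of the changed genes were downregulated, so GC content and length do not account for it. The 10 most counted genes took 8.47% of the counts in shCTL and 8.03% in shPBRM1 libraries, a difference of -0.442 percentage points, so a few dominant genes do not account for it either.

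Many IFN genes fell further than PBRM1 itself. PBRM1 kept 26.5% of its control level, and 45 of the 71 tested genes of Fig. 3D kept a smaller share. If the residual PBRM1 came from cells without silencing that kept the control state, OAS1 would keep at least the same share, but 0.0517% of it was left. A mixture of silenced cells with unchanged cells is therefore not a candidate explanation for the residual PBRM1, unless the unchanged cells lost the IFN state as well, which these data cannot test.

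IFNB1, which encodes IFN-beta and was chosen after its values were seen, had 26, 54 and 54 counts in the shCTL libraries and 2, 4 and 0 in the shPBRM1 libraries. Its log2 fold change was -4.60 (standard error 0.69, adjusted p = 1.32e-07 from edgeR's quasi-likelihood test), and -4.56 with the replicate block. With each library left out in turn, it ranged from -5.70 to -3.92, so its size is uncertain at these low counts. Lower IFN-beta expression could lie behind the lower IFN genes, or follow from the same loss of signaling; the 2 cannot be told apart here. TLR3, also chosen later, fell by a log2 fold change of -4.04.

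For genes that the paper measures in shPBRM1 cells by other assays or discusses, the log2 fold changes were -3.25 for DDX58 (RIG-I; adjusted p = 9.86e-17 from edgeR's quasi-likelihood test), -5.24 for IFIH1 (MDA5; adjusted p = 1.26e-23), -4.46 for ISG15 (adjusted p = 4.67e-27) and -1.42 for CD274 (PD-L1; adjusted p = 4.66e-15). TMEM173 (STING) fell by 1.89 on the log2 scale (adjusted p = 2.69e-17), whereas CGAS changed by -0.20 (adjusted p = 0.00126). MUC1 changed by -0.48 (adjusted p = 5.17e-10), and by -0.19 in the fit with the replicate block and offsets for GC content and gene length. Among the PBAF subunits named in the paper, ARID2 changed by 0.56 (adjusted p = 3.45e-12) and BRD7 by 0.088 (adjusted p = 0.0559). With the replicate block BRD7 passed the threshold, with an adjusted p of 0.0483; over all alternatives its adjusted p was from 0.0203 to 0.419. DNMT3B rose by a log2 fold change of 1.14 (adjusted p = 2.72e-09), and DNMT1 changed by 0.064 (adjusted p = 0.127). Each of these genes moved in its direction in all 3 same-numbered pairs.

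Genes of antigen presentation, chosen after their values were seen, were also examined. NLRC5 had a log2 fold change of -3.76, TAP1 of -2.24, PSMB9 of -2.93 and HLA-E of -1.32. HLA-B had only 9, 16 and 45 counts in the shCTL libraries and 15, 2 and 2 in the shPBRM1 libraries, while HLA-C had 1516, 1481 and 2575 against 915, 1186 and 1068. The HLA genes share near-identical sequence, and the paper's text does not state how such reads were counted, so their values are uncertain.

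Mitochondrial ribosomal RNA was uneven between replicates. The summed CPM of MT-RNR1 and MT-RNR2 was 4.45, 174 and 77.3 in shCTL replicates 1, 2 and 3 and 13.2, 2399 and 3650 in shPBRM1 replicates 1, 2 and 3, a range of 39.1-fold and 277-fold within the groups. If the mitochondrial content of the cells were the cause, the mRNA of the 13 mitochondrial protein genes would vary too, but its larger range within a group was 1.16-fold. By replicate number, replicate 1 was lowest in both groups, but the other numbers ranked differently, so that 1 of 3 numbers kept its rank; a difference in library preparation between replicate numbers is a possible explanation that cannot be told apart from others. MT-RNR1 had a log2 fold change of 4.57 (standard error 3.07, adjusted p = 2.99e-04 from edgeR's quasi-likelihood test) and was higher in shPBRM1 in 3 of 3 same-numbered pairs, although 2 of the 3 shCTL libraries had more of it than shPBRM1 replicate 1.

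Genes of chromosome 16 were slightly lower in shPBRM1 libraries. The median log2 fold change of 630 tested genes was -0.17, against -0.0079 for all 15213 placed genes. The next largest medians of whole chromosomes were 0.097 for chromosome 13 and 0.092 for chromosome 7. The fit with the replicate block and offsets for GC content and gene length left a median of -0.10 relative to all genes, so these account for part of the shift at most. Of the 24 overlapping windows of 50 genes on the chromosome, 24 had a median under that of all genes without these corrections and 21 with them. The summed CPM of the genes on the chromosome changed by a log2 ratio of -0.025. A loss of a copy of chromosome 16 in part of the shPBRM1 cells is a possible explanation that these values do not settle, and no DNA data were used here to test it.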
